# Testosterone Influence on Gene Expression in Lacrimal Glands of Mouse Models of Sjögren Syndrome

**DOI:** 10.1167/iovs.19-26815

**Published:** 2019-05

**Authors:** Mathias Kaurstad Morthen, Sara Tellefsen, Stephen M. Richards, Scott M. Lieberman, Raheleh Rahimi Darabad, Wendy R. Kam, David A. Sullivan

**Keywords:** testosterone, Sjögren syndrome, lacrimal gland, gene expression, MRL/lpr-lpr/lpr mice, nonobese diabetic mice

## Abstract

**Purpose:**

Sjögren syndrome is an autoimmune disorder that occurs almost exclusively in women and is associated with extensive inflammation in lacrimal tissue, an immune-mediated destruction and/or dysfunction of glandular epithelial cells, and a significant decrease in aqueous tear secretion. We discovered that androgens suppress the inflammation in, and enhance the function of, lacrimal glands in female mouse models (e.g., MRL/MpJ-Tnfrsf6^lpr^ [MRL/lpr]) of Sjögren syndrome. In contrast, others have reported that androgens induce an anomalous immunopathology in lacrimal glands of nonobese diabetic/LtJ (NOD) mice. We tested our hypothesis that these hormone actions reflect unique, strain- and tissue-specific effects, which involve significant changes in the expression of immune-related glandular genes.

**Methods:**

Lacrimal glands were obtained from age-matched, adult, female MRL/lpr and NOD mice after treatment with vehicle or testosterone for up to 3 weeks. Tissues were processed for analysis of differentially expressed mRNAs using CodeLink Bioarrays and Affymetrix GeneChips. Data were analyzed with bioinformatics and statistical software.

**Results:**

Testosterone significantly influenced the expression of numerous immune-related genes, ontologies, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in lacrimal glands of MRL/lpr and NOD mice. The nature of this hormone-induced immune response was dependent upon the autoimmune strain, and was not duplicated within lacrimal tissues of nonautoimmune BALB/c mice. The majority of immune-response genes regulated by testosterone were of the inflammatory type.

**Conclusions:**

Our findings support our hypothesis and indicate a major role for the lacrimal gland microenvironment in mediating androgen effects on immune gene expression.

One leading cause of aqueous-deficient dry eye disease (ADDE) in humans is Sjögren syndrome (SS).^1^ This autoimmune disease occurs almost exclusively in women and is associated with an extensive inflammation in the lacrimal gland, immune-mediated destruction and/or dysfunction of glandular epithelial cells, and significant decrease in aqueous tear output.^1^ This sexual dichotomy in SS prevalence has been linked to the more potent immune capability of women,^2^–^4^ as well as to the differential action of sex steroids on the immune system.^5^ Androgens often provide a protective influence and suppress various immunopathologies in SS and other autoimmune diseases. In contrast, estrogens have been implicated in the pathogenesis and/or progression of numerous autoimmune disorders, including SS.^2^,^5^–^7^

Of particular interest, androgen deficiency appears to have an important role in the development of lacrimal gland inflammation and ADDE in SS. Correction of this hormonal deficit, in turn, may have a therapeutic benefit. To explain, androgens are very potent regulators of the lacrimal gland and their action seems to account for many of the sex-related differences that exist in the anatomy, biochemistry, physiology, immunology, and molecular biology of this tissue.^5^ However, androgen levels in women with SS are significantly decreased.^8^–^10^ We hypothesized that this reduction predisposes to lacrimal gland dysfunction, attenuated tear secretion, and ADDE. In support of our hypothesis, we discovered that testosterone administration to female mouse models of SS (e.g., MRL/MpJ-Tnfrsf6^lpr^ [MRL/lpr] and NZB/NZW F1) suppresses inflammation in, and increases the functional activity of, lacrimal tissue.^7^,^11^–^15^ Similarly, topical and/or systemic androgen treatment appears to completely resolve lacrimal gland inflammation in dry eye dogs,^16^,^17^ and to alleviate dry eye signs and symptoms and promote tear flow in SS patients.^5^

The mechanism(s) involved in this androgen-induced suppression of lacrimal gland autoimmune disease in SS remains to be clarified. Our evidence indicates that this hormone action is a unique, tissue-specific effect, which is initiated through androgen binding to specific receptors in lacrimal gland epithelial cells.^7^ In addition, we hypothesize that this androgen interaction then elicits the altered expression and/or activity of immune-related genes in lacrimal tissue, leading to a decrease in immunopathologic lesions and an improvement in glandular function.

To begin to test this hypothesis, we examined the nature and magnitude of testosterone's influence on immune-related gene expression in the autoimmune lacrimal tissues of female MRL/lpr mice after onset of disease. We chose the MRL/lpr strain because, like in humans, the extent of lacrimal and salivary gland inflammation in MRL/lpr mice is far greater in females compared to males,^18^ and is dramatically reduced in response to androgen treatment.^7^,^11^–^14^

For comparative purposes, we also analyzed and compared the androgen impact on immune gene expression in lacrimal glands of female nonobese diabetic/LtJ (NOD) mice after onset of disease. These mice, which are an established model for type-1 insulin-dependent diabetes mellitus,^19^ have been used as a model for Sjögren syndrome^20^–^22^ and, like in humans, have far greater inflammation in the salivary glands of females compared to males.^18^ However, unlike humans, the lacrimal glands of male NOD mice have significantly higher inflammation than those of females.^18^,^23^–^25^ Indeed, orchiectomy of NOD mice attenuates, whereas androgen treatment of castrated NOD males induces, lymphocyte accumulation in their lacrimal glands.^23^ This anomalous hormone effect is mediated through the lacrimal microenvironment^24^ and contrasts with the androgen-induced decrease in inflammation in salivary and pancreatic tissues in these mice.^26^,^27^ Given this background, we hypothesized that androgen exposure will significantly increase the expression and/or activity of immune-related genes in the lacrimal glands of female NOD mice. We also hypothesized that these opposing actions of androgens in female MRL/lpr and NOD lacrimal tissues involve regulation of similar immune-related genes, ontologies, and pathways.

## Materials and Methods

### Animals and Tissue Collections

Adult female MRL/lpr and NOD mice were purchased from the Jackson Laboratories (Bar Harbor, ME, USA). Animals were maintained in constant temperature rooms with fixed light/dark intervals 12 hours in duration. Pellets containing vehicle (cholesterol, methylcellulose, lactose) or testosterone (T; 10 mg) were implanted subcutaneously in MRL/lpr (17.1–18.1 weeks old) and NOD (21 weeks old) mice. The pellets were obtained from Innovative Research of America (Sarasota, FL, USA) and were designed for constant release of placebo (P) or physiologic amounts of androgen (for a male^11^–^14^) for a 3-week period. After 20 to 21 days of treatment, mice (*n* = 7–18 mice/condition) were killed by CO_2_ inhalation and exorbital lacrimal glands were removed for molecular biological procedures. Lacrimal tissue samples were prepared by combining glands from two to six mice/strain/group. Three different sample preparations were made for each treatment (i.e., 4–12 lacrimal glands/sample/treatment/strain) and then processed for analysis of gene expression.

All mouse studies were approved by the institutional animal care and use committee of the Schepens Eye Research Institute and adhered to the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research.

### Molecular Biological Procedures

To determine the effect of T on lacrimal gland gene expression, total RNA was isolated from lacrimal tissues using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and purified with RNAqueous spin columns (Ambion, Austin, TX, USA). Lacrimal gland RNA samples were treated with RNase-free DNase (Invitrogen), assessed spectrophotometrically at 260 nm to determine concentration, and examined with a RNA 6000 Nano LabChip and an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) to verify RNA integrity. The RNA samples were kept at −80°C until further processing.

Gene expression was determined via two different procedures. One involved hybridization of lacrimal gland RNA samples to CodeLink (CL) UniSet Mouse 20K I Bioarrays (*n* ∼ 20,000 genes/array; Amersham Biosciences/GE Healthcare, Piscataway, NJ, USA), according to reported methods.^28^ cDNA was generated from RNA (2 μg) with a CL Expression Assay Reagent Kit (Amersham) and purified with a QIAquick purification kit (Qiagen, Valencia, CA, USA). Samples were dried, and cRNA was made with a CL Expression Assay Reagent Kit (Amersham), recovered with an RNeasy kit (Qiagen), and quantified with an ultraviolet spectrophotometer. Fragmented, biotin-labeled cRNA then was incubated and shaken at 300 rpm on a CL Bioarray at 37°C for 18 hours. Following this time interval, the Bioarray was washed, exposed to streptavidin-Alexa 647, and scanned using ScanArray Express software and a ScanArray Express HT scanner (Packard BioScience, Meriden, CT, USA) with the laser set at 635 nm, laser power at 100%, and photomultiplier tube voltage at 60%. Scanned image files were evaluated using CL image and data analysis software (Amersham), which gave raw and normalized hybridization signal intensities for each array spot. The intensities of the approximately 20,000 spots on the Bioarray image were normalized to a median of 1. Standardized data, with signal intensities >0.50, were analyzed with bioinformatic software (Geospiza, Seattle, WA, USA). This comprehensive software also produced gene ontology, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, and *z*-score reports. The ontologies included those related to biological processes, molecular functions, and cellular components, and were organized according to the recommended guidelines of the Gene Ontology Consortium (available in the public domain at http://www.geneontology.org/GO.doc.html).^29^

The second method to determine differential gene expression entailed hybridization of each cRNA (20 μg) sample to a GeneChip Mouse Genome 430A 2.0 Array (Affymetrix [Affy], Santa Clara, CA, USA) according to the manufacturer's protocol. Reagents for the fragmentation and hybridization steps originated from a GeneChip HT One-Cycle Target Labeling and Control Kit, and materials for the washing and staining steps were from a GeneChip HWS kit (Affy). Hybridized GeneChips were scanned with an Affy Model 700 Scanner and expression data files were generated from array images using Affy Microarray Suite 4.0 software. GeneChip data were normalized by choosing the default scaling in the Affy GeneChip operating software, which gives a trimmed mean intensity of 500 for each GeneChip microarray. Standardized data with a quality value of 1.0 then were evaluated with Geospiza GeneSifter software.

As we reported recently,^30^ counts of unique mappings of probes to gene identifications in the CL and Affy arrays demonstrated that there were 15,711 and 13,265 unique genes, respectively, in these arrays. Examination of the intersection of these lists showed that there was an overlap of 11,299 genes.

Gene expression data were evaluated without log transformation and statistical analyses were conducted with Student's *t*-test (2-tailed, unpaired) using the GeneSifter software. Our statistical method was not tailored for multiple comparisons. Genes expressed in the same direction in comparative groups were identified using GenBank accession numbers and a Geospiza intersector program. Data used for these CL and Affy arrays are accessible for free download through the National Center for Biotechnology Information's Gene Expression Omnibus (NCBI GEO) via series accession number GSE5877.

We also compared our results to data from our studies examining the influence of sex in adult MRL/lpr and NOD mice (*n* = 15–18/sex/strain),^30^ and 2 weeks of P or T treatment of nonautoimmune, ovariectomized BALB/c mice (*n* = 5–6 mice/condition/experiment),^31^ on lacrimal gland gene expression. The sex- and hormone-related data are available through the NCBI GEO via series accession numbers GSE5876 and GSE3995, respectively.

## Results

### T Influence on Gene Expression in Lacrimal Glands of Female MRL/lpr and NOD Mice

To determine the effect of androgen treatment on gene expression in lacrimal glands of autoimmune mice, tissues were obtained from female MRL/lpr and NOD mice (*n* = 7–18 mice/strain/treatment) following 20 to 21 days of exposure to P or T. Glands were pooled according to treatment and strain (*n* = 4–12 glands/samples/strain/treatment; *n* = 3 samples/treatment group), processed for isolation of total RNA, and analyzed for differentially expressed mRNAs using CL Bioarrays and Affy GeneChips. Microarray data were evaluated with Geospiza bioinformatics software.

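Lacrimal gland RNA was compared between placebo- and T-treated female mice of 2 autoimmune strains. The lpr mutation of MRL/lpr mice disables Fas, the death receptor that removes activated lymphocytes, and NOD mice develop autoimmune diabetes together with inflammation of the lacrimal and salivary glands. Each of the 4 groups (MRL/lpr placebo, MRL/lpr T, NOD placebo and NOD T) held 3 pools of glands, and each pool was hybridized to 1 CL and 1 Affy array, which makes 12 arrays per platform and 24 in all. According to the sample labels, MRL/lpr pools came from 6 mice each and NOD pools from 2 to 4 mice each, and treatment lasted 18 days in MRL/lpr and 21 days in NOD mice, where the paper gives 20 to 21 days for both strains and pellets of 10 mg of T. Because the pools are of separate mice, the spread between them is biological as well as technical, and 3 pools per group limit the precision of every value.
CL values are spot intensities that the authors' software divided by the array's median, so that a typical spot reads about 1. Array medians lay between 1.09 and 1.15, and the software marked 47.2% to 61.0% of the spots on each array as near background. Contaminated, irregular and masked spots were left out. Affy values are probe set intensities. The methods describe scaling to a trimmed mean of 500, but the deposited arrays had trimmed means of 22.1 to 150.0, so each array was scaled here to a trimmed mean of 500 after leaving out 2% of probe sets at each end, by factors of 3.33 to 22.58. Signals below a floor were raised to it before taking log2, which understates the change of dim genes. The floor was 0.5 on CL, the lowest signal that the paper analysed, and 70.5 on Affy, where it is 0.5 of the platform's median. Probes with a mean above the floor in at least 1 group were kept, 13614 on CL and 17891 on Affy.
All 12 arrays of a platform entered 1 limma fit with a mean for each group. It gave the T effect in MRL/lpr, the T effect in NOD and the difference between them (NOD change minus MRL/lpr change, called the interaction). Log2 changes are T minus placebo with their standard errors, p values are adjusted by the Benjamini-Hochberg method over all probes of the platform, and a gene is called higher or lower at an adjusted p under 0.05. Levels are given as mean ± SD of 3 pools. A group in which every CL spot was near background, or every Affy signal under the floor, has only an upper limit, so the fold against it is given as at least the stated value. Of 17440 CL probes 11377 carried 1 gene symbol, and of 22690 Affy probe sets 20393 did. For a gene with several probes the values are those of its brightest probe.
Correlations between replicate arrays over all probes ran from 0.915 to 0.977 on CL and from 0.911 to 0.987 on Affy, and no 2 arrays held identical values. The strain labels were checked with genes that differ between the strains by inheritance. Fas, whose lpr allele carries a retroviral insertion, read 0.287 ± 0.0846 in MRL/lpr and 0.593 ± 0.145 in NOD placebo pools on CL. The first mean lay below the floor of 0.5, and the lowest NOD placebo pool read 0.432. H2-Ea, an MHC class II gene that NOD mice do not express, read 155 ± 30.9 in MRL/lpr and 63.8 ± 25.5 in NOD placebo pools on Affy, the latter below the floor. Other readings do not separate the strains. Fas on Affy read 12.1 ± 7.94 and 26.6 ± 17.4, and Hc, the complement gene that NOD mice lack, 33.6 ± 33.3 and 35.7 ± 38.3 on Affy and 0.164 ± 0.0387 and 0.359 ± 0.319 on CL in MRL/lpr and NOD placebo pools, all with means below the floor.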

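Some of the largest T responses appeared in both strains. Nmu encodes neuromedin U, a neuropeptide that contracts smooth muscle. It was near background in placebo pools of MRL/lpr mice on CL (0.113 ± 0.147, n = 3 pools) and read 313.7 ± 211 with T, at least 255-fold higher (log2 change 8.97, standard error 0.65, adjusted p = 2.68e-06 from limma). In NOD mice Nmu was at least 126-fold higher (log2 change 8.22, adjusted p = 5.63e-06), and all T pools lay above all placebo pools in both strains. Mrap, the accessory protein that brings the ACTH receptor to the cell surface, went from 2.554 ± 0.621 to 111.0 ± 21.0 in MRL/lpr and from 6.009 ± 4.48 to 75.64 ± 6.87 in NOD mice on CL.
Among genes that fell, Phyh, a peroxisomal enzyme that breaks down phytanic acid, went from 750.5 ± 50.4 to 104 ± 62.3 in MRL/lpr mice and from 879 ± 79.3 to 35.55 ± 8.55 in NOD mice on CL. Its log2 changes were -3.01 and -4.66, and all 3 T pools of each strain lay below all placebo pools. Asgr1, a subunit of the asialoglycoprotein receptor, had log2 changes of -3.92 and -2.22 on CL. Ncald, a neuronal calcium sensor, had log2 changes of -2.81 and -3.70 on Affy. Other responses belonged to 1 strain. Mup5, a major urinary protein that binds pheromones, went from 626 ± 650 to 139100 ± 28320 in MRL/lpr mice on Affy (log2 change 8.28, adjusted p = 1.78e-06) and had a log2 change of -0.87 in NOD mice (adjusted p = 0.597, interaction -9.15, adjusted p = 7.33e-05). Calml4, a calmodulin-like protein, went from 20.85 ± 2.14 to 0.937 ± 0.421, near background, in NOD mice on CL. It was at least 17.97-fold lower there (log2 change -4.57, adjusted p = 8.91e-06) and had a log2 change of -0.40 in MRL/lpr mice (interaction -4.17, adjusted p = 0.000877).
Over all probes, limma called 938 higher and 769 lower with T in MRL/lpr mice on CL, and 1072 higher and 1169 lower in NOD mice. On Affy it called 594 higher and 640 lower in MRL/lpr mice, and 989 higher and 660 lower in NOD mice. With 1 pool left out several of these counts moved by over 1.5 times. On CL the probes lower in MRL/lpr mice were 487 without MRL/lpr placebo pool 1 and 461 without placebo pool 2. On Affy the calls in MRL/lpr mice were 369 higher and 323 lower without MRL/lpr placebo pool 1, 323 and 321 without placebo pool 2, 346 and 385 without placebo pool 3, and 1019 and 1141 without NOD T pool 1, and those lower were 378 and 410 without MRL/lpr T pool 2 or 3. In NOD mice those lower on Affy were 357 and 350 without NOD placebo pool 1 or 2. The change was at least 2-fold in 1182 of the called CL probes in MRL/lpr, 1564 in NOD, and in 915 and 1248 of the called Affy probe sets. The methods' t-test, without log values or adjustment, put 3276 CL probes past its threshold in MRL/lpr and 3368 in NOD mice, and 3451 and 2902 Affy probe sets. Of the CL calls, 117 in MRL/lpr and 206 in NOD mice were of probes near background on all 6 arrays of the strain. On Affy the counts rest on the scaling. With signals as deposited, an alternative added after the data were seen, the median of all probe sets shifted by -0.26 in MRL/lpr and 0.62 in NOD mice, and the calls became 48 higher and 47 lower in MRL/lpr and 1989 higher and 49 lower in NOD mice. With each array scaled to its own median, also added after the data were seen, they were 347 higher and 532 lower in MRL/lpr and 748 higher and 538 lower in NOD mice.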

Our results with CL and Affy microarrays showed that testosterone treatment has a significant influence on expression of thousands of genes in lacrimal glands of MRL/lpr and NOD mice (Table 1). Androgen exposure increased (↑) the activity of genes, such as cytochrome P450, family 2, subfamily j, polypeptide 13 (Cyt), and decreased (↓) that of pancreatic lipase–related protein 1 (PL) in both strains (Tables 2, 3). These two genes also are regulated in the same manner in lacrimal tissues of nonautoimmune female BALB/c mice (Cyt = 9.9-fold ↑; PL = 81.1-fold ↓; NCBI GEO GSE3995).^31^

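Cyp2j13, a cytochrome P450 of the family that oxidizes arachidonic acid, was near background in placebo pools and rose in both strains. On CL it read 0.239 ± 0.175 in placebo and 126.4 ± 8.63 in T pools of MRL/lpr mice (n = 3 pools each), at least 128-fold higher (log2 change 7.98, standard error 0.28, adjusted p = 1.33e-08 from limma). In NOD mice it read 0.291 ± 0.216 and 61.69 ± 26.6, at least 41.5-fold higher (log2 change 6.81, adjusted p = 1e-07). Affy gave at least 143-fold in MRL/lpr and at least 84.3-fold in NOD mice. The difference between the strains did not pass the test on either platform (interaction -1.17, adjusted p = 0.105 on CL, and -0.76, adjusted p = 0.362 on Affy).
Pnliprp1, a pancreatic lipase-related protein, fell in both strains. On Affy it went from 23440 ± 4060 to 777.6 ± 1304 in MRL/lpr mice (log2 change -6.69, standard error 0.85, adjusted p = 7.49e-05) and from 65550 ± 21260 to 44.76 ± 62.4 in NOD mice (log2 change -9.56, adjusted p = 8.94e-07). On CL its log2 changes were -6.96 (standard error 1.33, adjusted p = 0.00467) and -10.48 (adjusted p = 0.000194), and the interaction was -3.52 (adjusted p = 0.325). For both genes and both strains, all 3 T pools lay on the same side of all placebo pools. T pool 1 of MRL/lpr mice kept a CL signal of 49.02 for Pnliprp1, against 0.191 and 0.837 in the other pools, and the CL call in MRL/lpr ends when each strain is fitted alone.

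**Figure D1:**
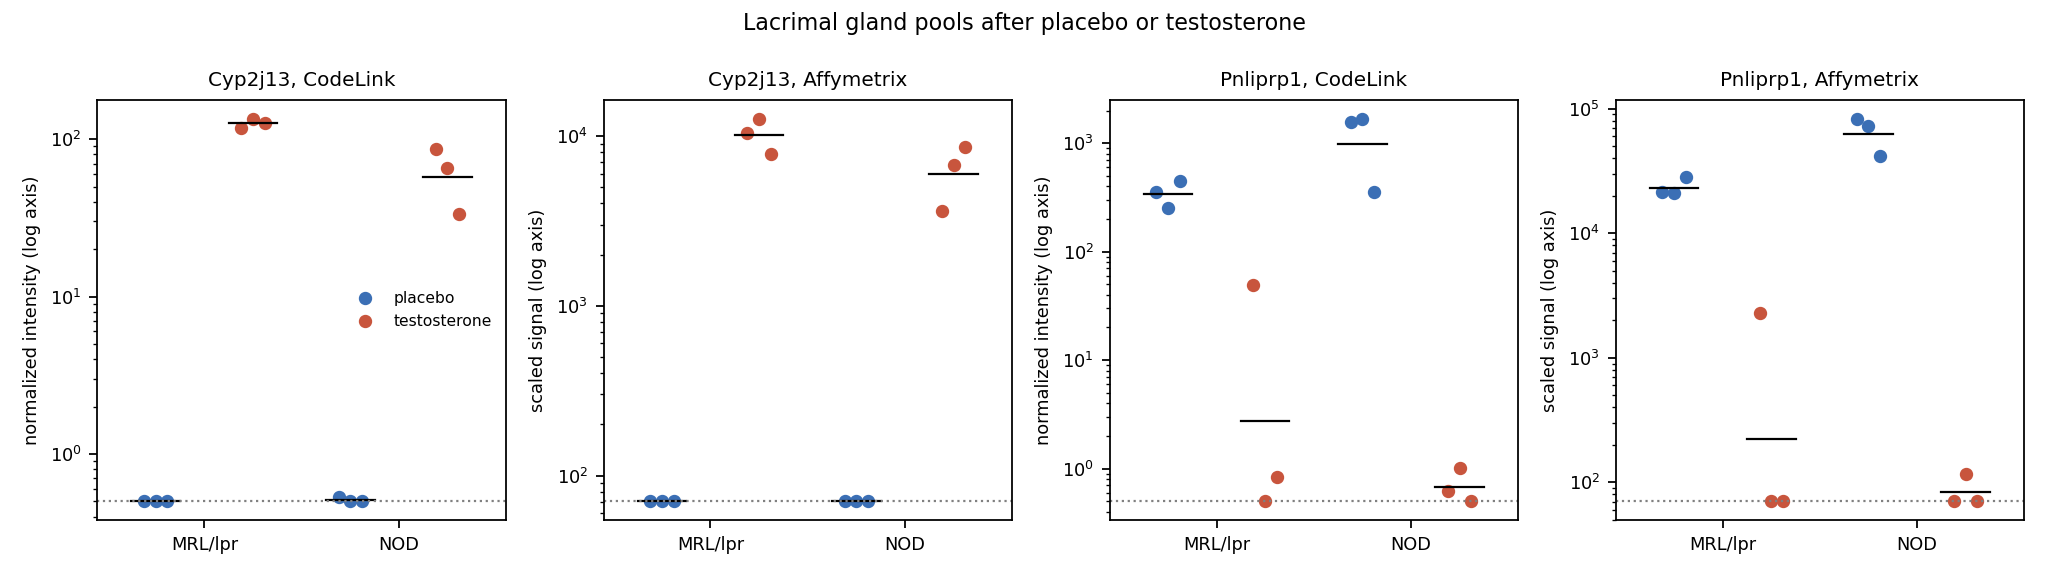
Signal of Cyp2j13 and Pnliprp1 in each pool on CL (normalized to a median of 1) and Affy (scaled to a trimmed mean of 500), on a log axis. Each point is 1 pool raised to the floor (dotted line), blue for placebo and red for T, and black lines are geometric means of 3 pools. T pools lie above all placebo pools for Cyp2j13 and below them for Pnliprp1 in both strains.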

**Table 1:** Effect of T on Gene Expression in Lacrimal Glands of Female MRL/lpr and NOD Mice

**Mouse Strain/Array**	**Genes ↑**	**Genes ↓**	**Total Genes**
MRL/lpr			
CL	1890	1708	3598
Affy	1120	1530	2650
NOD			
CL	1474	2275	3749
Affy	1102	1150	2252

Data were evaluated without log transformation. The expression of listed genes was significantly (*P* < 0.05) up (↑)- or down (↓)-regulated by T treatment.

**Table 2:** T Influence on Gene Expression in Lacrimal Glands of Female MRL/lpr Mice

**Accession #**	**Gene**	**Ratio**	***P*** **Value**	**Ontology**
T>P, CL				
NM_145548	Cytochrome P450, family 2, subfamily j, polypeptide 13	528.0	0.0000	Oxidation-reduction process
NM_010643	Kallikrein 1-related peptidase b24	273.1	0.0000	Proteolysis
NM_001042711.2	Amylase 2, pancreatic	204.6	0.0087	Endohydrolysis
NM_146592	Olfactory receptor 1086	151.5	0.0062	Signal transduction
NM_020277	Transient receptor potential cation channel, subfamily M, member 5	142.2	0.0087	Transport
NM_146805	Olfactory receptor 907	121.9	0.0074	Signal transduction
BB149074	Oxysterol binding protein-like 3	111.5	0.0004	Transport
NM_016672	Dopa decarboxylase	109.6	0.0154	Cellular amino acid metabolic process
T>P, Affy				
NM_020268	Kallikrein 1-related peptidase b27	2894.0	0.0008	Proteolysis
NM_019515	Neuromedin U	656.7	0.0006	Energy homeostasis
NM_017390	Seminal vesicle secretory protein 2	328.6	0.0190	Fertilization
BC016446	Cytochrome P450, family 2, subfamily j, polypeptide 13	310.0	0.0018	Oxidation-reduction process
AK020349	Seminal vesicle secretory protein IV	284.2	0.0002	Fertilization
NM_010643	Kallikrein 1-related peptidase b24	268.0	0.0000	Proteolysis
M16360	Major urinary protein V	222.1	0.0011	Transport
AY079153	Melanocortin 2 receptor accessory protein	150.2	0.0001	Positive regulation of camp biosynthetic process
P>T, CL				
NM_018874	Pancreatic lipase related protein 1	21.0	0.0049	Lipid metabolic process
NM_024427	Tropomyosin 1, α	18.8	0.0017	In utero embryonic development
NM_011105	Polycystin and REJ	15.8	0.0003	Transport
NM_009714	Asialoglycoprotein receptor 1	11.4	0.0024	Endocytosis
AK002477	Plasma membrane proteolipid	10.6	0.0009	Transport
NM_026123	Unc-50 homolog	9.5	0.0002	Protein transport
BC018468	Endoplasmic reticulum lectin 1	9.0	0.0053	ER-associated protein catabolic process
AW492955	doublecortin domain containing 2a	8.0	0.0015	Neuron migration
P>T, Affy				
NM_018874	Pancreatic lipase related protein 1	30.1	0.0008	Lipid metabolic process
M30697	ATP-binding cassette, sub-family B, member 1A	28.2	0.0005	ATP catabolic process
BC005555	Prolactin receptor	22.1	0.0009	Activation of transmembrane receptor protein tyrosine kinase activity
NM_008109	Growth differentiation factor 5	15.6	0.0004	Cell-cell signaling
U09362	Asialoglycoprotein receptor 1	13.0	0.0012	Endocytosis
NM_013669	Synaptosomal-associated protein 91	12.9	0.0036	Establishment or maintenance of cell polarity
AF147785	Lost on transformation protein 1	11.6	0.0043	Regulation of gene expression
BC024580	Carboxymethylenebutenolidase-like	7.5	0.0078	Hydrolase activity

Accession numbers are the sequence identities of gene fragments expressed on the CL and Affy microarrays. These sequences appear in the nucleotide database of the NCBI. Relative ratios were determined by comparing the degree of gene expression in lacrimal glands from P- and T-treated female MRL/lpr mice. Ratios were calculated from nontransformed data.

**Table 3:** T Impact on Gene Expression in Lacrimal Glands of Female NOD Mice

**Accession #**	**Gene**	**Ratio**	***P*** **Value**	**Ontology**
T>P, CL				
NM_010639	Kallikrein 1	216.7	0.0237	Proteolysis
NM_145548	Cytochrome P450, family 2, subfamily j, polypeptide 13	212.2	0.0162	Oxidation-reduction process
NM_010643	Kallikrein 1-related peptidase b24	91.1	0.0221	Proteolysis
NM_010644	Kallikrein 1-related peptidase b26	72.9	0.0237	Proteolysis
BC002033	RAD50 homolog	52.0	0.0050	DNA recombination
NM_008957	Patched homolog 1	48.5	0.0071	Signal transduction
BC012259	Major urinary protein 2	47.9	0.0026	Pheromone binding
AK004371	RAS-like, family 11, member A	42.5	0.0007	GTP catabolic process
T>P, Affy				
BC016446	Cytochrome P450, family 2, subfamily j, polypeptide 13	618.5	0.0125	Oxidation-reduction process
U82380	Submaxillary gland androgen regulated protein 2	361.9	0.0003	Response to toxin
NM_010644	Kallikrein 1-related peptidase b26	247.1	0.0145	Proteolysis
BC026378	Kallikrein 1-related peptidase b1	207.3	0.0004	Proteolysis
NM_133997	Apolipoprotein F	154.3	0.0035	Lipid metabolic process
BC009165	Thyroid hormone responsive SPOT14 homolog	95.6	0.0001	Transcription, DNA-dependent
AB065134	Monooxygenase, DBH-like 2	90.4	0.0114	Catecholamine metabolic process
AY079153	Melanocortin 2 receptor accessory protein	84.2	0.0060	Positive regulation of camp biosynthetic process
P>T, CL				
NM_018874	Pancreatic lipase related protein 1	1877.1	0.0475	Lipid metabolic process
NM_011105	Polycystin and REJ	38.3	0.0001	Transport
AK002477	Plasma membrane proteolipid	33.6	0.0005	Transport
NM_011857	Teneurin-3	31.1	0.0002	Signal transduction
NM_010726	Phytanoyl-CoA hydroxylase	24.7	0.0001	Fatty acid α-oxidation
NM_026754	Unique cartilage matrix-associated protein	24.4	0.0197	Negative regulation of osteoblast differentiation
NM_019752	HtrA serine peptidase 2	24.4	0.0009	Proteolysis
NM_146242	Leucine rich repeat containing 10	24.3	0.0001	Transport
P>T, Affy				
NM_018874	Pancreatic lipase related protein 1	1462.8	0.0059	Lipid metabolic process
AF147785	Lost on transformation protein 1	33.2	0.0002	Regulation of gene expression
BC005555	Prolactin receptor	23.4	0.0095	Activation of transmembrane receptor protein tyrosine kinase activity
NM_010726	Phytanoyl-CoA hydroxylase	21.8	0.0096	Fatty acid α-oxidation
AK014353	KH domain containing, RNA binding, signal transduction associated 3	13.5	0.0000	Transcription, DNA-dependent
BC011209	Major facilitator superfamily domain containing 7C	13.5	0.0019	Transport
AY061807	Calmodulin-like 4	13.1	0.0002	Calcium ion binding
NM_134094	Neurocalcin delta	13.0	0.0009	Calcium-mediated signaling

Genes with known ontologies are listed. Relative ratios were calculated by comparing the degree of gene expression in lacrimal glands from P- and T-treated female NOD mice. Ratios were generated from nontransformed data.

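Ddc encodes dopa decarboxylase, which makes dopamine and serotonin from their precursors. In NOD mice it went from 40.67 ± 23.9 to 2382 ± 936 on Affy (n = 3 pools each), at least 31.8-fold higher (log2 change 4.99, adjusted p = 3.04e-09 from limma), and from 0.279 ± 0.312 to 5.20 ± 2.44 on CL, at least 3.48-fold higher (log2 change 3.27, adjusted p = 9.95e-05). The rise in MRL/lpr mice was at least 104-fold on Affy (57.76 ± 8.34 to 7411 ± 1112) and at least 18.3-fold on CL (0.17 ± 0.25 to 19.41 ± 8.20). The response was smaller in NOD mice by -1.71 on the log2 scale on Affy (interaction adjusted p = 0.0186), and the CL difference of -1.90 did not pass (adjusted p = 0.0532).
The probe for Olfr1086, an odorant receptor, rose from 6.336 ± 0.892 to 233.4 ± 42.6 in NOD mice on CL (log2 change 5.20, adjusted p = 1.65e-07) and from 5.734 ± 0.488 to 868.6 ± 284 in MRL/lpr mice (log2 change 7.20, adjusted p = 1.07e-08). Its interaction was -2.0 (adjusted p = 0.00311), and no Affy probe set carried its name. For both genes all 3 T pools of each strain lay above all placebo pools. Osbpl3, an oxysterol-binding protein that moves lipids between membranes, read 1.504 ± 0.0853 in placebo and 2.336 ± 0.203 in T pools of NOD mice on CL, at least 1.54-fold higher (log2 change 0.63, standard error 0.19, adjusted p = 0.0365, with 3 of 3 T pools above all placebo pools). It read 4.085 ± 0.442 and 4.617 ± 0.645 in MRL/lpr mice (log2 change 0.17, adjusted p = 0.638). These values come from the single CL probe named for Osbpl3, and the paper gives far larger ratios for both strains. CL probes without a listed symbol were not compared, so the paper's ratios may belong to another probe. The Osbpl3 call in NOD mice is lost under 10 alternatives, among them leaving out any 1 NOD pool, and its interaction of 0.46 did not pass (adjusted p = 0.357).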

Examples of other genes upregulated in lacrimal glands of MRL/lpr mice, such as oxysterol binding protein-like 3, olfactory receptor 1086, and dopa decarboxylase (Table 2), also were very highly upregulated by 39.4-, 36.8-, and 58.6-fold amounts, respectively, in NOD lacrimal tissues. In contrast, the gene expression for cathepsin S, which is significantly elevated in the tears of Sjögren syndrome patients,^32^ was significantly (*P* < 0.05) decreased by testosterone in female MRL/lpr lacrimal glands (CL = 1.53-fold ↓; Affy = 1.88-fold ↓), but increased by androgen treatment in those of female NOD mice (CL = 3.87-fold ↑; Affy = 3.23-fold ↑). 

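Ctss encodes cathepsin S, the lysosomal protease that trims the invariant chain for MHC class II loading. In NOD mice it rose from 23.40 ± 5.79 to 90.59 ± 29.6 on CL (n = 3 pools each, log2 change 1.93, standard error 0.25, adjusted p = 0.00022 from limma) and from 1236 ± 311 to 3993 ± 1500 on Affy (log2 change 1.64, standard error 0.28, adjusted p = 0.00096). MRL/lpr mice read 98.67 ± 12.3 with placebo and 64.56 ± 2.67 with T on CL (log2 change -0.61, standard error 0.25, adjusted p = 0.158), and 9660 ± 1477 and 5131 ± 1129 on Affy (log2 change -0.93, standard error 0.28, adjusted p = 0.0574). On both platforms all 3 T pools lay below all placebo pools in MRL/lpr mice and above them in NOD mice.
The difference between the strains passed on both platforms, with an interaction of 2.53 on CL (adjusted p = 0.00117) and 2.57 on Affy (adjusted p = 0.000872). The Affy call in NOD mice is lost when each strain is fitted alone.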

A similar pattern was found for *moesin* gene expression, which was reduced by T in female MRL/lpr lacrimal glands (Affy = 3.19-fold ↓), but increased by androgen exposure in lacrimal tissues of female NOD mice (Affy = 3.39-fold ↑). 

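Msn encodes moesin, which links the cell membrane to the actin skeleton and is abundant in leukocytes and endothelium. On Affy its signal in MRL/lpr mice fell from 841.1 ± 230 in placebo to 264 ± 20.9 in T pools (n = 3 pools each, log2 change -1.63, standard error 0.30, adjusted p = 0.00227 from limma). In NOD mice it rose from 264.3 ± 50.2 to 894.7 ± 311 (log2 change 1.72, standard error 0.30, adjusted p = 0.000987). T pools lay below all placebo pools in MRL/lpr and above all placebo pools in NOD mice, in 3 of 3 pools each, and the interaction was 3.35 (adjusted p = 0.000126).
The other Affy probe set for Msn was not called. On CL Msn was near background in every pool, with log2 changes of -0.21 (adjusted p = 0.595) in MRL/lpr and -0.04 (adjusted p = 0.936) in NOD mice. The MRL/lpr call is lost with signals as deposited, and the NOD call when each strain is fitted alone.

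**Figure D2:**
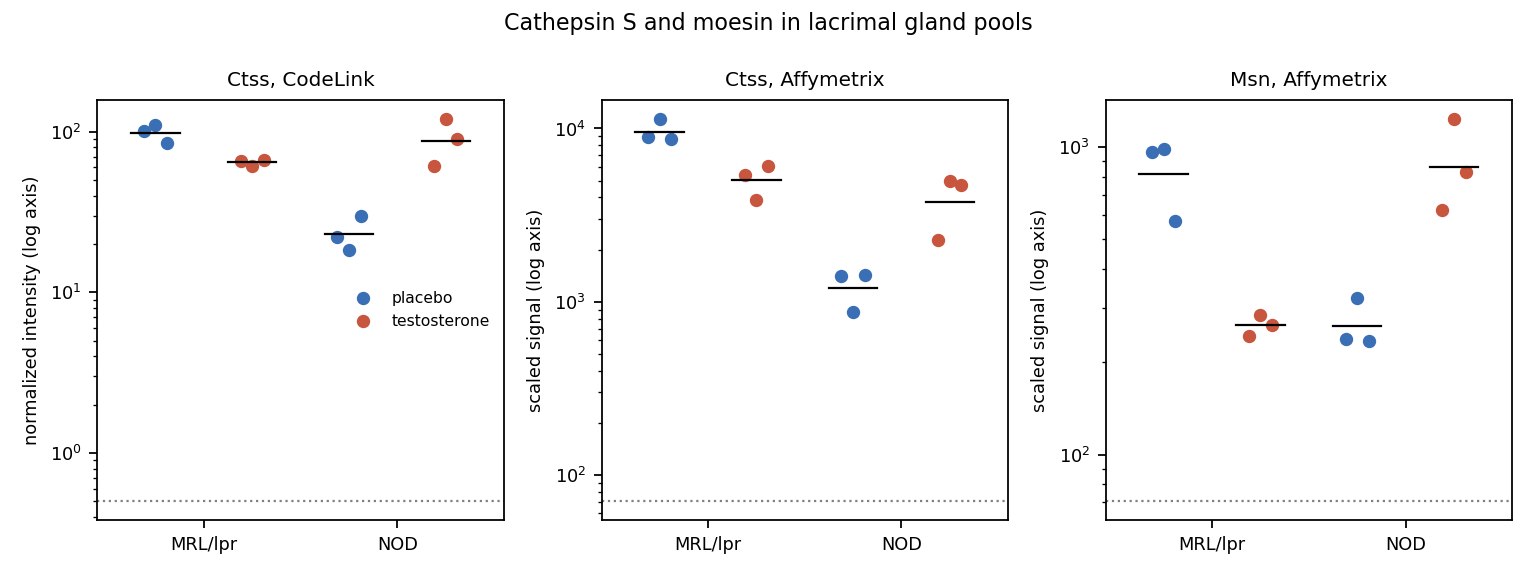
Signal of Ctss on CL and Affy and of Msn on Affy in each pool, on a log axis. Each point is 1 pool raised to the floor (dotted line), blue for placebo and red for T, and black lines are geometric means of 3 pools. T pools lie below placebo pools in MRL/lpr mice and above them in NOD mice in each panel.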

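Syk encodes a tyrosine kinase that carries signals from B cell and Fc receptors. On CL it rose in NOD mice from 0.702 ± 0.137, near background, to 2.159 ± 0.743 with T (n = 3 pools each), at least 1.5-fold higher (log2 change 1.58, standard error 0.29, adjusted p = 0.00228 from limma), with 3 of 3 T pools above all placebo pools. On Affy it read 87.8 ± 77 and 444 ± 263 in NOD mice (log2 change 1.89, standard error 0.50, adjusted p = 0.0229). There the T and placebo pools overlapped, the call is lost under 11 alternatives, and the other probe set for Syk was not called.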

Other genes were regulated by T in the lacrimal tissue of only one strain (e.g., NOD, spleen tyrosine kinase [Syk]; CL = 3.1-fold ↑).

As we^30^,^33^–^35^ and other investigators^36^–^39^ have discovered, the vast majority of lacrimal gland genes in MRL/lpr and NOD female mice, which were identified as differentially expressed by the CL and Affy microarrays, were unique to each platform. Indeed, as demonstrated in Table 4, only 8.5% to 11.1% (T>P), and 7.3% to 16.8% (P>T) of the regulated genes were found by both microarrays. These data showed that there are significant differences in the ability of these platforms to detect differential gene expression.

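Nmu, Mrap, Phyh and Ncald were called with T by both platforms in both strains. Of 6807 genes tested on both platforms, 131 were called higher and 155 lower by both in MRL/lpr mice. Independent lists of the same sizes would share 51.3 genes in the same direction, against 286 found, and 7 genes were called in opposite directions (50.5 by chance). In NOD mice both platforms called 269 genes higher and 143 lower, 412 in all against 85.1 by chance, and 16 went opposite ways (84.1 by chance). Of the genes that either platform called higher, both called 20.7% in MRL/lpr and 29.7% in NOD mice, and of those called lower 20.4% and 17.1%. With the methods' t-test, 671 genes in MRL/lpr and 614 in NOD mice changed the same way on both platforms, while 58 and 45 went opposite ways. The platforms measured the same pools, so chance differences between pools can add to the overlap.
Some genes that responded strongly on CL had small changes or signals under the floor on Affy. Foxp3, the transcription factor of regulatory T cells, rose from 1.758 ± 0.126 to 20.23 ± 5.24 in MRL/lpr mice (n = 3 pools each, log2 change 3.49, adjusted p = 2.44e-06 from limma) and from 1.794 ± 0.504 to 19.19 ± 3.16 in NOD mice (log2 change 3.44) on CL. On Affy its log2 change was 0.35 in MRL/lpr mice (adjusted p = 0.507). In NOD mice both Affy groups of Foxp3 lay under the floor (4.79 ± 1.14 and 57.45 ± 11.0, all T above all placebo pools), which sets the log2 change to 0.00. With signals as deposited it becomes 1.04 (adjusted p = 0.0462), but there the median of all probe sets in NOD mice also shifts, by 0.62. Ptch1, the receptor for hedgehog proteins, had a log2 change of 6.36 in MRL/lpr and 5.55 in NOD mice on CL and of -0.47 and -0.01 on Affy. Trpm5, a cation channel of taste and tuft cells, had log2 changes of 7.09 and 5.12 on CL and of 0.07 and 0.21 on Affy. Of the 137 genes with a CL log2 change above 2 and a call in MRL/lpr mice, 47 were called higher on both platforms, and 57 had an Affy log2 change under 0.5 in size and no call. In NOD mice 177 genes met the CL bounds, 98 were called higher on both and 53 lay within the same Affy bounds, which include genes under the floor there. These bounds were chosen after the values were seen. Across genes the log2 changes of the platforms correlated at 0.50 in MRL/lpr and 0.53 in NOD mice, and genes are not independent replicates.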

**Table 4:** Comparative Gene Expression Between CL and Affy Microarrays

	**Genes T>P**	**Genes P>T**	**Total Genes**
MRL/lpr			
CL			
Unique CL genes, not expressed by Affy	1724	1284	3008
Affy			
Unique Affy genes, not expressed by CL	943	1490	2433
CL vs. Affy			
Genes changed in same direction	143	216	359
Genes changed in opposite direction			16
NOD			
CL			
Unique CL genes, not expressed by Affy	1326	2091	3417
Affy			
Unique Affy genes, not expressed by CL	932	973	1905
CL vs. Affy			
Genes changed in same direction	147	152	299
Genes changed in opposite direction			13

Data were evaluated without log transformation. Genes identified as “unique” were significantly (*P* < 0.05) increased on one, but not the other, microarray platform. The phrase “Genes changed in the same (or opposite) direction” means that the results were significant (*P* < 0.05) on both platforms.

This low concordance in gene identification appears to be due to intrinsic variations in multiple aspects of platform design, as well as to the inherent instability of lists of significantly changed genes based upon *P* value cutoffs.^36^–^40^ The result is that CL and Affy microarrays, both of which have documented accuracy and reproducibility, seem to measure different things.^38^ Most gene expression differences revealed by each platform are thought to be biologically correct, and these variations cannot be attributed to technological differences.^37^,^38^

Comparison of gene expression between the lacrimal glands of P-treated MRL/lpr and NOD mice demonstrated that 587 genes were in common (CL). 

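Fdft1, which makes squalene on the path to cholesterol, and Slc12a2, the chloride cotransporter that drives tear fluid secretion, were lower with T in both strains. Slc12a2 went from 14.1 ± 1.83 to 5.353 ± 1.70 in MRL/lpr mice on CL (n = 3 pools each, log2 change -1.44, standard error 0.30, adjusted p = 0.00793 from limma) and had a log2 change of -1.60 in NOD mice (adjusted p = 0.00294). Fdft1, near background in all T pools on CL, was at least 1.14-fold lower in MRL/lpr mice (log2 change -1.31, adjusted p = 0.00388) and at least 1.64-fold lower in NOD mice (log2 change -1.71, adjusted p = 0.00043). Cd81, a membrane protein of the B cell coreceptor that many other cells carry, went from 134.2 ± 20.0 to 55.31 ± 12.6 in MRL/lpr mice (log2 change -1.29, adjusted p = 0.00125) and had a log2 change of -1.31 in NOD mice (adjusted p = 0.000825, interaction -0.01). All 3 T pools of each strain lay below all placebo pools for these 3 genes.
Among 8958 genes tested on CL, limma called 227 lower with T in both strains. The methods' t-test, at the paper's threshold, gave 404. On Affy 157 of 10406 genes were called lower in both strains.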

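Fasn, the enzyme that builds fatty acids, and Fkbp5, a chaperone of steroid receptors that androgens induce, were higher with T in both strains. On CL Fkbp5 went from 2.18 ± 0.385 to 11.46 ± 5.99 in MRL/lpr mice (n = 3 pools each, log2 change 2.22, standard error 0.42, adjusted p = 0.00455 from limma) and from 2.969 ± 0.946 to 13.12 ± 2.00 in NOD mice (log2 change 2.19, adjusted p = 0.00347). Fasn went from 6.70 ± 0.477 to 19.87 ± 5.95 and from 4.593 ± 0.421 to 13.98 ± 4.57, with log2 changes of 1.53 (adjusted p = 0.0029) and 1.55 (adjusted p = 0.00183). For both genes all 3 T pools of each strain lay above all placebo pools.
On CL limma called 284 genes higher in both strains, and 511 the same way in either direction where independent lists would share 102.6. The strains share no pools. Calls in opposite directions numbered 78 genes (102.6 by chance), 64 of them lower in MRL/lpr and higher in NOD mice (50.5 by chance). On Affy 165 genes were called higher in both strains, 322 the same way (58.1 by chance) and 84 opposite ways (59.6 by chance). Of these 84, 71 were lower in MRL/lpr and higher in NOD mice (37.5 by chance). The methods' t-test put 335 genes higher with T in both strains on CL. Across genes the 2 strains' log2 changes correlated at 0.44 on CL and 0.30 on Affy.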

The alternate comparison (i.e., MRL/lpr, T>P; NOD, T>P) revealed 559 genes in common (CL).

### T Effect on Immune-Related Ontologies in Lacrimal Glands of Female MRL/lpr, NOD and BALB/c Mice

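Immune genes were measured with gene lists fixed before the data were examined, which stand in for the ontology and pathway sets of the paper's software, not used here. The paper's results on these same samples were known by then, so the list results are not independent evidence of direction. The lists hold interferon-stimulated genes, cytokines, chemokines, antigen presentation genes and markers of lymphoid and myeloid cells, among others. Together the immune lists held 379 genes measured on CL. In MRL/lpr mice 72 of them were lower with T and 16 higher, while in NOD mice 150 were higher and 14 lower. On Affy 48 of 437 were lower and 6 higher in MRL/lpr mice, and 159 were higher and 5 lower in NOD mice. The change in NOD mice lay above that in MRL/lpr mice, at an interaction adjusted p under 0.05, for 137 of these genes on CL and for 141 on Affy, and below it for 5 on CL.
Each list was set against all other genes with limma's camera test, with a preset correlation of 0.01 between members and with a correlation estimated from the data, and with p adjusted over the lists. With the preset correlation, on CL 3 of 32 lists were higher and 13 lower in MRL/lpr mice, and 18 higher and 2 lower in NOD mice. On Affy 3 of 33 were higher and 14 lower in MRL/lpr mice, and 18 higher and 5 lower in NOD mice. With the estimated correlation camera called 0 lists on CL and 1 on Affy in MRL/lpr mice, and 6 and 16 in NOD mice. limma's fry, which asks whether a list's own genes move 1 way and makes no comparison with other genes, called 19 lists on CL and 20 on Affy in MRL/lpr mice, and 23 and 28 in NOD mice. For the difference between strains camera called 23 lists on CL and 24 on Affy with the preset correlation, and 10 and 16 with the estimated one. Of these, 9 lists passed on both platforms with both correlations: cytokines, interferon-stimulated genes, MHC class II, MHC class I, B cell, myeloid, complement, B cell receptor signaling and T cell receptor signaling genes.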

T exerted a significant influence on the expression of a large number of immune-related gene ontologies in the lacrimal glands of female MRL/lpr and NOD mice. Many of these hormone responses were identified by CL and Affy platforms (Tables 5, 6).

**Table 5:** T Downregulation of Immune-Related Gene Ontologies in Lacrimal Glands of Female MRL/lpr Mice

**Ontology**	**CL Genes** ↓	**Affy Genes** ↓	**CL** ***z*****-score**	**Affy** ***z*****-score**
Biological process				
Immune system process	166	130	7.27	3.97
Immune response	90	67	5.45	2.65
Defense response	89		4.73	
Regulation of immune system process	79	68	3.9	2.72
Leukocyte activation	65	54	4.58	3.06
Immune system development	61		2.98	
Hemopoietic or lymphoid organ development	58		3.02	
Lymphocyte activation	55	44	4.11	2.4
Positive regulation of immune system process	55	47	3.33	2.12
Response to cytokine stimulus	47	35	6.4	3.76
Innate immune response	46	35	4.75	2.82
Induction of apoptosis	45		2.82	
Regulation of immune response	43		2.31	
Cytokine production	41		3.03	
Regulation of defense response	41		3.6	
Immune effector process	39		2.56	
Inflammatory response	39		2.51	
Leukocyte differentiation	38		3.13	
T cell activation	38		3.46	
Positive regulation of immune response	37		2.82	
Positive regulation of intracellular protein kinase cascade	36		2.84	
Regulation of leukocyte activation	34	34	2.87	3.2
Regulation of cytokine production	33		2.23	
Regulation of lymphocyte activation	32	30	3.13	2.92
Cellular response to cytokine stimulus	31	25	4.45	2.98
Leukocyte proliferation	31	23	4.19	2.22
Activation of immune response	30	24	2.98	2.03
Lymphocyte proliferation	30	22	4.08	2.08
Positive regulation of defense response	29		3.61	
I-κb kinase/NF-κb cascade	25		3.54	
Positive regulation of leukocyte activation	25	24	3.23	2.96
Positive regulation of lymphocyte activation	24	22	3.42	2.77
Regulation of T-cell activation	24	21	2.91	2.44
Cytokine-mediated signaling pathway	23		2.99	
Immune response-activating signal transduction	23	20	2.24	2.03
Immune response-regulating signaling pathway	23		2.13	
Regulation of leukocyte proliferation	23	20	3.44	2.69
Positive regulation of cytokine production	22		3.22	
Regulation of lymphocyte proliferation	22		3.27	
B-cell activation	21		2.16	
Regulation of innate immune response	21		2.24	
T-cell differentiation	20		2.22	
T-cell proliferation	20		3.26	
Activation of innate immune response	18		2.79	
Cytokine biosynthetic process	15		2.35	
Cytokine metabolic process	15		2.35	
Innate immune response-activating signal transduction	17		2.55	
Leukocyte migration	17		2.04	
Myeloid leukocyte activation	14		2.25	
Myeloid leukocyte differentiation	16		2.4	
Positive regulation of I-κb kinase/NF-κb cascade	18		3.38	
Positive regulation of innate immune response	19		2.29	
Positive regulation of leukocyte proliferation	18		3.56	
Positive regulation of lymphocyte proliferation	17		3.37	
Positive regulation of mononuclear cell proliferation	17		3.31	
Positive regulation of T-cell activation	18	18	3.21	3.29
Regulation of I-κb kinase/NF-κb cascade	19		3.18	
Regulation of inflammatory response	17		2.08	
Regulation of innate immune response		19		2.06
Regulation of lymphocyte proliferation		19		2.5
Regulation of T-cell proliferation	15		2.73	
Toll-like receptor signaling pathway	15		2.15	
Molecular function				
Cytokine binding	16		2.22	
Cytokine receptor activity	10		2.35	
Chemokine receptor binding	9	10.00	2.57	3.23
Antigen binding		8.00		5.16
Chemokine activity	7		2.11	
NF-κb binding	5		2	
Cellular components				
MHC protein complex	5		2.38	

Biological process (≥20 genes/ontology), molecular function (≥5 genes/ontology) and cellular component (≥5 genes/ontology) immune ontologies were identified after the analysis of nontransformed CL and Affy data. These immune ontologies were upregulated in lacrimal gland samples from P-treated female mice, and by extension, downregulated in lacrimal gland tissues from androgen-treated mice. A *z*-score is a statistical rating of the relative expression of genes, and shows how greatly they are over- or underrepresented in a specific gene list.^41^ Positive *z*-scores represent a higher number of genes meeting the criterion than is anticipated by chance, and values >2.0 are significant. CL Genes ↓, number of genes downregulated, as calculated with a CL Bioarray; Affy Genes ↓, number of genes downregulated, as determined with Affy GeneChips; *z*-score, specific score for the down-regulated genes in the CL- and Affy-related tissues.

**Table 6:** T Upregulation of Immune-Related Gene Ontologies in Lacrimal Glands of Female NOD Mice

**Ontology**	**CL Genes ↑**	**Affy Genes ↑**	**CL** ***z*****-Score**	**Affy** ***z*****-Score**
Biological process				
Immune system process	192	137	13.29	9.08
Immune response	127	85	13.54	8.8
Defense response	115	80	10.91	7.13
Regulation of immune system process	111	77	11.05	7.28
Leukocyte activation	87	61	10.52	7.15
Positive regulation of immune system process	86	65	10.98	8.35
Regulation of immune response	77	50	10.88	6.86
Lymphocyte activation	72	53	9.2	6.77
Immune effector process	71	46	11.16	7.07
Immune system development	69	50	6.12	4.13
Innate immune response	62	44	10.06	7.31
Positive regulation of immune response	62	44	10.1	7.34
Cytokine production	59	37	8.52	4.88
Regulation of leukocyte activation	54	37	9.16	6.14
T-cell activation	53	40	8.5	6.65
Inflammatory response	51	30	6.57	2.85
Regulation of cytokine production	51	33	7.85	4.74
Leukocyte differentiation	49	35	7.11	4.95
Regulation of defense response	49	33	6.9	4.27
Regulation of lymphocyte activation	48	34	8.63	6.06
Leukocyte mediated immunity	47	28	9.82	5.53
Activation of immune response	44	34	8.01	6.84
Positive regulation of leukocyte activation	43	30	9.99	6.75
Regulation of immune effector process	43	21	9.15	3.79
Lymphocyte mediated immunity	40	26	9.36	6.05
Positive regulation of lymphocyte activation	40	27	9.75	6.21
Chemotaxis	39	29	3.94	2.61
Response to cytokine stimulus	39	30	5.89	4.52
Adaptive immune response	38	28	8.19	6.22
Adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin	38	28	8.36	6.46
Immune response-regulating signaling pathway	38	29	7.65	6.61
Leukocyte proliferation	38	27	7.5	5.21
Lymphocyte differentiation	38	27	6.89	4.73
Immune response-activating signal transduction	37	29	7.51	6.7
Lymphocyte proliferation	37	27	7.41	5.37
Regulation of T-cell activation	35	26	7.42	5.81
Positive regulation of defense response	32	25	5.68	4.8
Regulation of leukocyte proliferation	32	21	7.54	4.68
B-cell activation	31	25	6.32	5.38
Positive regulation of cytokine production	31		7.33	
Regulation of innate immune response	31	21	6.42	4.33
Regulation of lymphocyte proliferation	31	21	7.39	4.82
Positive regulation of immune effector process	30		9.08	
Positive regulation of T-cell activation	30	22	8.82	6.53
Regulation of leukocyte mediated immunity	30		8.99	
T-cell differentiation	30		6.47	
Negative regulation of immune system process	28	18	5.77	3.55
Cellular response to cytokine stimulus	26	23	4.19	4.15
Positive regulation of leukocyte proliferation	26	15	7.74	3.88
Regulation of adaptive immune response	26		7.9	
Regulation of adaptive immune response based on somatic recombination of immune receptors built from	26		7.99	
T-cell proliferation	26	16	6.44	3.65
Myeloid leukocyte activation	25		7.58	
Positive regulation of innate immune response	25	18	5.28	4.02
Positive regulation of lymphocyte proliferation	25	15	7.58	4.04
Regulation of lymphocyte mediated immunity	25		7.93	
Regulation of lymphocyte differentiation	24		7.77	
B-cell mediated immunity	23		7.08	
Immune response-regulating cell surface receptor signaling pathway	23		8.11	
Antigen processing and presentation	22	20	9.6	9.59
I-κb kinase/NF-κb cascade	22	22	3.68	4.77
Immune response-activating cell surface receptor signaling pathway	22		7.86	
Immunoglobulin mediated immune response	22		6.74	
Regulation of B-cell activation	22		7	
Cell activation involved in immune response	21		5.39	
Cytokine biosynthetic process	21		5.59	
Cytokine metabolic process	21		5.59	
Cytokine-mediated signaling pathway	21	16	3.4	2.5
Leukocyte activation involved in immune response	21		5.39	
Positive regulation of adaptive immune response	21		8.66	
Positive regulation of adaptive immune response based on somatic recombination of immune receptors b	21		8.66	
Leukocyte migration	20		4	
Positive regulation of leukocyte mediated immunity	20		8.4	
Positive regulation of lymphocyte mediated immunity	20		8.4	
Regulation of T-cell proliferation	20		5.67	
Activation of innate immune response	19	17	4.1	4.51
Leukocyte mediated cytotoxicity	19		7.39	
Positive regulation of lymphocyte differentiation	19		8.42	
Innate immune response-activating signal transduction	18	17	3.83	4.62
Positive regulation of B-cell activation	18		7.35	
Regulation of T-cell differentiation	18		6.28	
α-β T-cell activation	17		5.05	
Positive regulation of I-κb kinase/NF-κb cascade	17	13	3.94	3.27
Positive regulation of T-cell proliferation	17		6.39	
Regulation of I-κb kinase/NF-κb cascade	17	16	3.41	3.99
Regulation of inflammatory response	17		2.98	
T-cell differentiation in thymus	17		6.18	
B-cell differentiation	16		5.5	
Leukocyte chemotaxis	16		4.47	
Myeloid leukocyte differentiation	16		3.28	
Positive regulation of T-cell differentiation	16		7.45	
Toll-like receptor signaling pathway	16		3.38	
Negative regulation of cytokine production	14		3.93	
Molecular function				
Cytokine activity	29		4.88	
Cytokine receptor binding	24		3.36	
Cytokine binding	20		4.68	
Chemokine receptor binding	11	8	4.46	3.21
Chemokine activity	10	6	4.66	2.59
Antigen binding	9	10	6.9	8.35
Cytokine receptor activity	8		2.06	
Chemokine binding	6		3.33	
Chemokine receptor activity	6		3.64	
C-C chemokine binding	5		3.48	
C-C chemokine receptor activity	5		3.68	
MHC protein binding	5		5.31	
CCR chemokine receptor binding	4		3.6	
Chemoattractant activity	4		2.9	
MHC class I protein binding	4		4.75	
Cellular components				
MHC protein complex	11	11	7.99	8.96
T cell receptor complex	7		8	
MHC class II protein complex	6	6	6.24	6.98
α-β T-cell receptor complex	5		7.32	
CD40 receptor complex	5		5.3	
Immunological synapse	5		4.11	

Biological process (≥20 genes/ontology), molecular function (≥5 genes/ontology) and cellular component (≥5 genes/ontology) immune ontologies were identified after the evaluation of nontransformed CL and Affy data. CL Genes ↑, number of genes up-regulated, as identified with a CL Bioarray; Affy Genes ↑, number of genes up-regulated, as found with Affy GeneChips; z-score, specific score for the up-regulated genes in the CL and Affy related tissues.

As demonstrated in Table 5, androgen administration downregulated the expression of over 60 immune-associated biological process ontologies (≥20 genes/ontology) in lacrimal tissues of female MRL/lpr mice, including those related to immune system processes, lymphocyte activation, cytokine production, and inflammatory response. In contrast, T increased the expression of all of these same immune ontologies, as well as more, in lacrimal glands of female NOD mice (Table 6). These changes were accompanied by down- and upregulation of immune-related molecular function (e.g., chemokine activity) and cellular component (e.g., MHC protein complex) ontologies (≥5 genes/ontology) in lacrimal tissues of MRL/lpr and NOD mice, respectively.

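In MRL/lpr mice the genes that fell with T included interferon-induced GTPases, the pan-leukocyte marker Ptprc and neutrophil genes. Gbp2, a guanylate-binding protein, fell from 8.836 ± 1.05 to 2.051 ± 1.15 on CL (n = 3 pools each, log2 change -2.32, standard error 0.46, adjusted p = 0.00583 from limma, lost when each strain is fitted alone). On Affy it fell from 3032 ± 291 to 1153 ± 73.5 (log2 change -1.39, adjusted p = 0.000353, lost with signals as deposited). Ptprc, which encodes CD45, fell from 3.904 ± 1.02 to 1.392 ± 0.338 on CL (log2 change -1.49, adjusted p = 0.00366) and had a log2 change of -1.11 on Affy (adjusted p = 0.129). Camp, which encodes an antimicrobial peptide of neutrophils, was at least 1.78-fold lower on CL (log2 change -2.19, adjusted p = 6.87e-06). S100a8, a calcium-binding protein of neutrophils, fell from 12.83 ± 7.00 to 2.724 ± 0.671 (log2 change -2.13, adjusted p = 0.000881). For these 4 genes all 3 T pools lay below all placebo pools on CL.
Of 36 interferon-stimulated genes on CL, 15 were lower and 2 higher with T in MRL/lpr mice (20 and 2 adjusted over the list alone), with a median log2 change of -0.87 (camera adjusted p = 2.36e-05, and adjusted p = 0.315 with an estimated correlation). On Affy 10 of 42 were lower (16 adjusted over the list alone), with a median of -0.58. Granulocyte and mast cell genes fell on CL, 7 of 17 lower and 1 higher (8 and 1 adjusted over the list alone, median -0.76, adjusted p = 0.000334, and adjusted p = 0.129 with an estimated correlation), and did not pass on Affy (3 of 19 lower and 1 higher, 4 and 2 adjusted over the list alone, median -0.21, adjusted p = 0.234).
For lymphocytes, 2 of 19 T cell markers were lower and 1 higher on CL (2 and 1 adjusted over the list alone, median -0.09, adjusted p = 0.501), and 1 of 20 was lower on Affy (2 adjusted over the list alone, median -0.58, adjusted p = 0.00443). Of B cell markers 5 of 24 were lower and 1 higher on CL (5 and 1 adjusted over the list alone, median -0.44, adjusted p = 0.128), and 4 of 24 were lower on Affy (4 adjusted over the list alone, median -0.60, adjusted p = 0.00346). Myeloid markers had a median of -0.42 on CL (3 of 34 lower, 1 adjusted over the list alone, adjusted p = 0.0447) and -0.57 on Affy (6 of 44 lower and 1 higher, 8 and 1 adjusted over the list alone, adjusted p = 6.17e-05). With an estimated correlation, myeloid markers had an adjusted p = 0.499 on CL, and the interferon-stimulated, T cell, B cell and myeloid lists on Affy an adjusted p = 0.23. The CL call of myeloid markers ends without placebo pool 1 or 2 or T pool 1 or 2 of MRL/lpr mice (adjusted p up to 0.213).
Markers of other tissues fell in MRL/lpr mice too. Endothelial and stromal markers had a median of -0.46 on CL (camera adjusted p = 0.0304, and adjusted p = 0.472 with an estimated correlation) and -0.34 on Affy (adjusted p = 0.0287, and adjusted p = 0.23 with an estimated correlation), calls that end without placebo pool 1. Adipocyte markers had a median of -0.72 on CL (adjusted p = 0.000982, and adjusted p = 0.121 with an estimated correlation) and did not pass on Affy (1 of 13 lower, 2 adjusted over the list alone, median -0.39, adjusted p = 0.126).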

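In NOD mice interferon-stimulated, myeloid and lymphocyte genes rose, while granulocyte and mast cell genes did not pass (CL median -0.07 with 1 of 17 higher and 1 lower, 0 and 1 adjusted over the list alone, adjusted p = 0.504, and Affy median -0.06 with 1 of 19 higher, 1 adjusted over the list alone, adjusted p = 0.503). Irf7, the transcription factor that amplifies interferon responses, rose from 3.27 ± 0.825 to 30.51 ± 12.5 on CL (n = 3 pools each, log2 change 3.17, standard error 0.32, adjusted p = 2.97e-05 from limma) and had a log2 change of 2.06 on Affy (adjusted p = 0.000175). Irgm1, an interferon-induced GTPase that acts against intracellular bacteria, rose from 3.605 ± 0.429 to 20.61 ± 5.28 on CL (log2 change 2.49, adjusted p = 2.24e-05). Fcer1g, the signaling chain of Fc receptors, rose from 143.6 ± 34.7 to 1162 ± 454 on Affy (log2 change 2.97, adjusted p = 6.72e-06). Cd3d, a chain of the T cell receptor complex, rose from 110.2 ± 38.2 to 741.7 ± 391 on Affy (log2 change 2.67, adjusted p = 0.00039). Ms4a1, which encodes the B cell antigen CD20, was at least 3.91-fold higher on CL (log2 change 2.24, adjusted p = 0.00123). All 3 T pools lay above all placebo pools for each of these genes.
Of 36 interferon-stimulated genes 23 were higher on CL (26 adjusted over the list alone), with a median log2 change of 1.48 (camera adjusted p = 1.17e-14, and adjusted p = 0.0469 with an estimated correlation). On Affy 32 of 42 were higher (36 adjusted over the list alone), with a median of 1.83. Myeloid markers were higher for 19 of 34 genes on CL (19 adjusted over the list alone, median 1.5) and for 27 of 44 on Affy (33 adjusted over the list alone, median 1.56). Of T cell markers 9 of 19 were higher on CL (11 adjusted over the list alone, median 0.76, adjusted p = 4.91e-06, and adjusted p = 0.0566 with an estimated correlation) and 9 of 20 on Affy (10 adjusted over the list alone, median 1.28). Of B cell markers 6 of 24 were higher and 1 lower on CL (6 and 1 adjusted over the list alone, median 0.44, adjusted p = 6.3e-05, and adjusted p = 0.0566 with an estimated correlation), and 12 of 24 were higher on Affy (19 adjusted over the list alone, median 1.36). Natural killer cell genes were higher for 12 of 25 on CL (13 adjusted over the list alone, median 0.66, adjusted p = 7.57e-07, and adjusted p = 0.0566 with an estimated correlation) and for 6 of 21 on Affy (6 adjusted over the list alone, median 0.39, adjusted p = 0.000913, and adjusted p = 0.0991 with an estimated correlation). Regulatory T cell markers were higher for 5 of 9 on CL (6 adjusted over the list alone, median 0.60) and for 3 of 10 on Affy (3 adjusted over the list alone, median 0.44, adjusted p = 0.034, and adjusted p = 0.375 with an estimated correlation), where the call ends without NOD placebo pool 3 or T pool 1.
The change in NOD mice exceeded that in MRL/lpr mice for interferon-stimulated genes by a median of 2.29 on CL and 2.43 on Affy, for myeloid markers by 1.99 and 2.00, and for B cell markers by 0.81 and 2.11, and passed with both correlations on both platforms. T cell markers differed by 0.76 on CL (adjusted p = 3.17e-05, and adjusted p = 0.0561 with an estimated correlation) and 1.52 on Affy (adjusted p = 8.94e-11). From the decreases in MRL/lpr and the increases in NOD mice, the paper concludes that the response to androgen depends on the autoimmune strain.
Acinar cell genes fell in NOD mice, with a median of -0.49 on CL (camera adjusted p = 0.0353, and adjusted p = 0.086 with an estimated correlation, a call that ends without placebo pool 1 at an adjusted p = 0.0713) and -0.44 on Affy (adjusted p = 0.00198, and adjusted p = 0.051 with an estimated correlation).

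**Figure D3:**
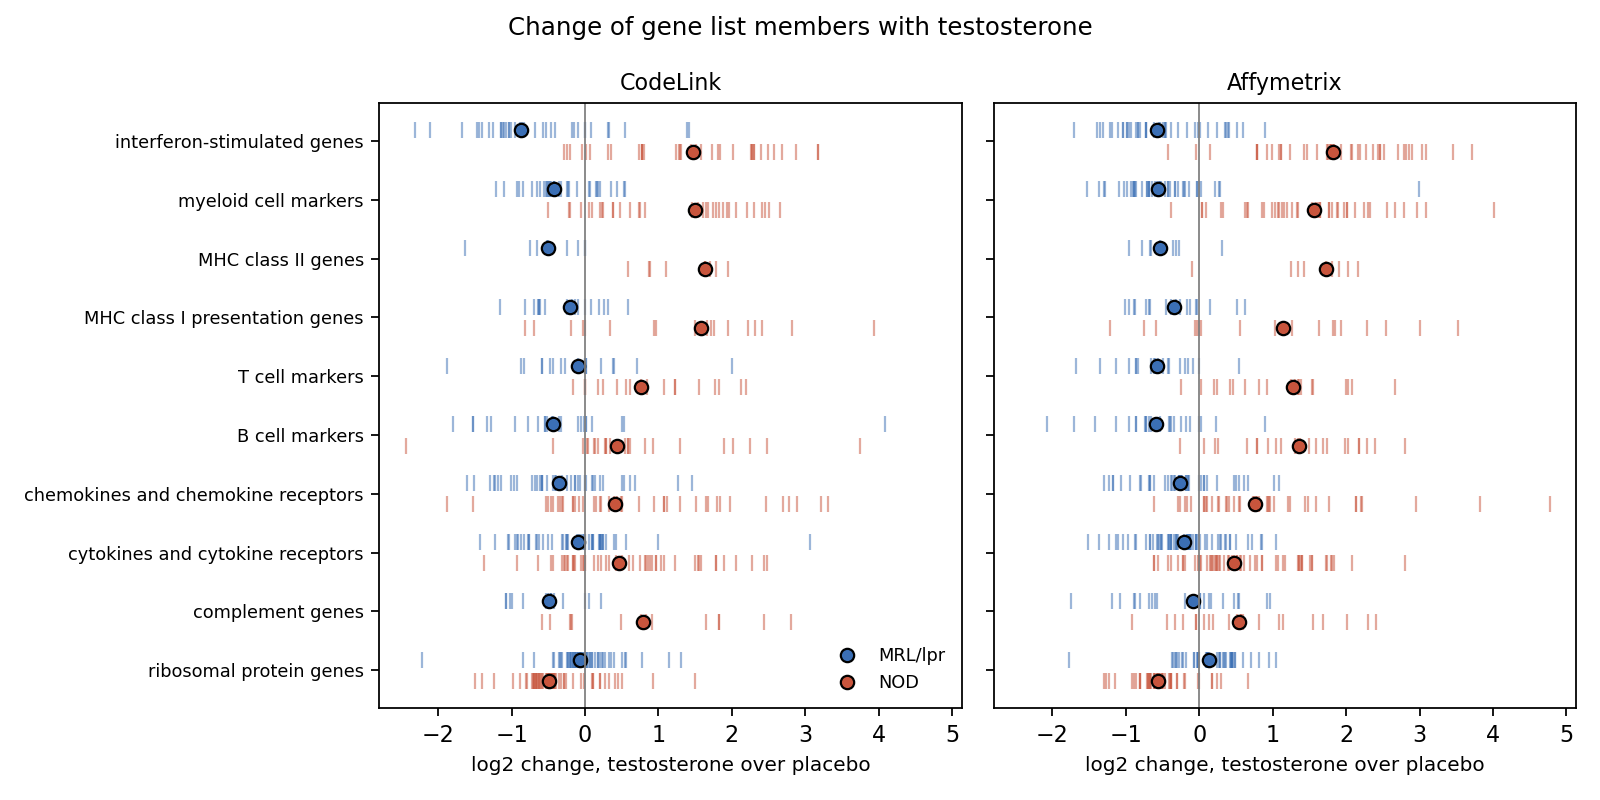
Log2 changes (T minus placebo) of the members of 10 gene lists on CL and Affy, with MRL/lpr mice in blue and NOD mice in red. Ticks are single genes and circles are list medians. Medians of the immune lists lie at or below 0 in MRL/lpr mice and above 0 in NOD mice, while those of ribosomal protein genes lie below 0 in NOD mice.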

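Some chemokine genes fell with T in MRL/lpr mice, and a larger number rose in NOD mice. Ccl8, which draws monocytes, rose in NOD mice from 927.2 ± 182 to 7118 ± 976 on Affy (n = 3 pools each, log2 change 2.95, standard error 0.23, adjusted p = 2.01e-07 from limma) and had a log2 change of -0.28 in MRL/lpr mice (adjusted p = 0.51, interaction 3.23, adjusted p = 1.54e-05). Ccl5, which draws T cells, rose in NOD mice from 2.771 ± 0.549 to 20.0 ± 7.84 on CL (log2 change 2.78, adjusted p = 0.000231, interaction 3.80). Cxcl16, the ligand of Cxcr6, fell from 4.358 ± 0.285 to 1.446 ± 0.303 in MRL/lpr mice on CL (log2 change -1.61, adjusted p = 0.00187) and rose from 2.098 ± 0.570 to 6.005 ± 1.64 in NOD mice (log2 change 1.51, adjusted p = 0.00206, interaction 3.12).
Of 42 chemokines and chemokine receptors on CL, 8 were lower in MRL/lpr mice (13 lower and 2 higher adjusted over the list alone), with a median of -0.36 (camera adjusted p = 0.0242, and adjusted p = 0.472 with an estimated correlation). Without T pool 1 or 2 of MRL/lpr mice that call ends (adjusted p up to 0.0757). On Affy 3 of 42 were lower (3 adjusted over the list alone, median -0.27, adjusted p = 0.0367, and adjusted p = 0.23 with an estimated correlation), and the call ends without placebo pool 2 or T pool 1 or 2 (adjusted p up to 0.121). In NOD mice 16 were higher and 2 lower on CL (18 and 2 adjusted over the list alone, median 0.42, adjusted p = 3.48e-05, and adjusted p = 0.138 with an estimated correlation), and 12 were higher on Affy (19 adjusted over the list alone, median 0.76, adjusted p = 8.33e-08). The median difference between the strains was 0.55 on CL (adjusted p = 1.05e-07, and adjusted p = 0.0617 with an estimated correlation) and 0.92 on Affy (adjusted p = 1.39e-10).
MHC class II genes, which present antigen to CD4 T cells, rose in NOD mice. Cd74, the invariant chain, went from 3250 ± 145 to 14570 ± 1619 on Affy (log2 change 2.16, adjusted p = 2.73e-06) and H2-Aa from 29.77 ± 3.44 to 93.13 ± 20.7 on CL (log2 change 1.63, adjusted p = 0.00012). H2-Aa in MRL/lpr mice went from 88.72 ± 10.6 to 52.61 ± 5.60 on CL (log2 change -0.75, adjusted p = 0.025), a call that ends without placebo pool 2 or 3 or T pool 2 or 3 and with the replicate number as a block. Of 9 class II genes 6 were higher in NOD mice on CL (8 adjusted over the list alone, median 1.63, adjusted p = 4.04e-07, and adjusted p = 0.0708 with an estimated correlation) and 7 on Affy (8 adjusted over the list alone, median 1.72). Among them 2 were lower in MRL/lpr mice on CL (3 adjusted over the list alone, median -0.50, adjusted p = 0.0528) and 1 on Affy (3 adjusted over the list alone, median -0.54, adjusted p = 0.02, and adjusted p = 0.23 with an estimated correlation), where the call ends without placebo pool 2 (adjusted p = 0.0597). The strain difference was 2.19 on CL and 2.18 on Affy.
For class I presentation, B2m, the light chain of class I molecules, rose in NOD mice from 100.6 ± 9.98 to 471.9 ± 77.1 on CL (log2 change 2.22, adjusted p = 2.47e-05), and Psmb9, an immunoproteasome subunit, from 158.9 ± 23.4 to 1807 ± 88.9 on Affy (log2 change 3.52, adjusted p = 1.35e-08). Of 18 class I genes 12 were higher and 1 lower in NOD mice on CL (12 and 2 adjusted over the list alone, median 1.58, adjusted p = 2.15e-06, and adjusted p = 0.0566 with an estimated correlation), and 8 were higher and 1 lower on Affy (10 and 1 adjusted over the list alone, median 1.15). Among them 1 was lower in MRL/lpr mice on CL (1 adjusted over the list alone, median -0.21, adjusted p = 0.246) and 2 on Affy (3 adjusted over the list alone, median -0.35, adjusted p = 0.0365, and adjusted p = 0.23 with an estimated correlation). That Affy call ends without placebo pool 1 or 2 or T pool 1 or 2. The strain difference was 1.77 on CL and 1.66 on Affy.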

Some genes represented within these immune ontologies were the same (e.g., MRL/lpr ↓ and NOD ↑: chemokine [C-X-C motif] ligand 9 [Cxcl9], IL-1β, and toll-like receptors 1 and 2 [TLR 1 and 2]), but most were not. For example, T decreased the expression of 96 immune-response genes (CL) in lacrimal glands of MRL/lpr mice (Table 7), but the majority of these genes were different than the 133 genes (CL) upregulated in NOD mouse tissues (Table 8). Despite these differences, the androgen-regulated immune-response genes were predominantly inflammatory in nature. Thus, T downregulated the expression of 41 inflammatory genes in MRL/lpr lacrimal tissues and 23 of these were the same as in Table 7. 

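Cxcl9, an interferon-γ-induced chemokine that draws activated T cells, changed in opposite directions in the 2 strains on both platforms. On CL it fell from 12.51 ± 3.25 to 5.63 ± 1.17 in MRL/lpr mice (n = 3 pools each, log2 change -1.14, standard error 0.30, adjusted p = 0.0291 from limma) and rose from 1.691 ± 0.491 to 16.94 ± 5.07 in NOD mice (log2 change 3.31, adjusted p = 1.6e-05, interaction 4.45, adjusted p = 0.000177). On Affy it went from 1148 ± 257 to 553.8 ± 137 (log2 change -1.06, adjusted p = 0.0475) and from 74.16 ± 66.4 to 2473 ± 582 (log2 change 4.77, adjusted p = 1.54e-08, interaction 5.82). All 3 T pools lay on the same side of all placebo pools in each comparison. The MRL/lpr calls are weak. On CL the call ends without placebo pool 1 or 2 or T pool 1 or 2, and on Affy under 18 alternatives.
Il1b encodes the inflammatory cytokine IL-1β. It read 2.267 ± 0.325 and 1.442 ± 0.307 in MRL/lpr mice on CL (log2 change -0.66, adjusted p = 0.113) and was at least 1.04-fold higher with T in NOD mice (log2 change 0.75, adjusted p = 0.0613), with an interaction of 1.41 (adjusted p = 0.0283). On Affy its log2 changes were -0.63 (adjusted p = 0.36) and 0.00. Tlr1, which senses bacterial lipopeptides together with Tlr2, rose in NOD mice from 1.424 ± 0.460 to 5.632 ± 1.68 on CL (log2 change 1.99, adjusted p = 0.000498, with 3 of 3 T pools above all placebo pools) and had a log2 change of -0.52 in MRL/lpr mice (adjusted p = 0.297, interaction 2.52, adjusted p = 0.00276). Tlr2 fell in MRL/lpr mice on Affy from 301.1 ± 26.0 to 85.23 ± 54.6 (log2 change -1.74, adjusted p = 0.017, lost under 8 alternatives) and had a log2 change of 1.43 in NOD mice (adjusted p = 0.039, lost under 14 alternatives, interaction 3.17, adjusted p = 0.00409). On CL its log2 changes were -1.04 (adjusted p = 0.0589) and 1.47 (adjusted p = 0.00803, lost when each strain is fitted alone).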

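Among immune genes of the fixed lists, 35 were called lower in MRL/lpr and higher in NOD mice on CL, out of 72 lower in MRL/lpr and 150 higher in NOD mice. On Affy 28 were, out of 48 and 159. These counts use the brightest probe of each gene. No count expected from independent calls was computed for the immune genes, so 35 and 28 do not by themselves show an excess. In the other combinations on CL, 13 genes were higher and 7 lower in both strains, and on Affy 3 were higher and 1 lower in both. When a gene counts as called with any of its probes called and none the other way, H2-Aa and H2-Ab1 are also lower in MRL/lpr and higher in NOD mice on Affy. By this second rule the genes lower in MRL/lpr and higher in NOD mice on both platforms, over all genes tested, were Apobec1, Cd79b, Cxcl9, Epsti1, Gbp2, Glipr1, H2-Aa, Ifi47, Igtp, Iigp1, Lcp2, Ms4a1, Parp9, Rac2 and Serpina1b, a list drawn up after their values were seen. The brightest Affy probe set of H2-Aa did not pass in MRL/lpr mice (log2 change -0.78, adjusted p = 0.0605). Iigp1, Igtp and Ifi47 are interferon-induced GTPases, Ms4a1 and Cd79b are B cell antigens, and Rac2 is a GTPase of leukocytes.
Rac2 read 6.898 ± 2.32 and 3.16 ± 0.303 in placebo and T pools of MRL/lpr mice on CL (n = 3 pools each, log2 change -1.07, standard error 0.30, adjusted p = 0.0354 from limma) and 1.813 ± 0.196 and 8.566 ± 2.83 in those of NOD mice (log2 change 2.19, adjusted p = 0.000309, interaction 3.26). Cd79b, a signaling chain of the B cell receptor, read 3.829 ± 0.833 and 1.604 ± 0.455 in MRL/lpr mice (log2 change -1.28, adjusted p = 0.0444) and 1.708 ± 0.405 and 6.75 ± 3.11 in NOD mice (log2 change 1.89, adjusted p = 0.00395, interaction 3.17). For both genes all 3 T pools lay on the same side of all placebo pools in each strain. The MRL/lpr calls on CL are lost under 10 alternatives for Rac2 and 16 for Cd79b.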

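The complement genes, which serve innate defense and inflammation, differed between the strains on both platforms. Cfb, complement factor B of the alternative pathway, was at least 3.41-fold higher with T in NOD mice on CL (log2 change 2.80, standard error 0.31, adjusted p = 6.33e-05 from limma, n = 3 pools each) and had a log2 change of -1.0 in MRL/lpr mice (adjusted p = 0.0561, interaction 3.80, adjusted p = 0.000444). C1qb, a chain of C1q that macrophages make, rose in NOD mice from 385.2 ± 59.4 to 1908 ± 438 on Affy (log2 change 2.30, adjusted p = 6.26e-06, interaction 2.90). C1ra, a protease of the C1 complex, fell in MRL/lpr mice from 11.98 ± 1.63 to 6.621 ± 0.258 on CL (log2 change -0.85, adjusted p = 0.00588) and had a log2 change of 0.76 in NOD mice (adjusted p = 0.00862). In each of these comparisons all 3 T pools lay on the same side of all placebo pools.
Of 14 complement genes on CL, 2 were lower in MRL/lpr mice (4 adjusted over the list alone, median -0.49, camera adjusted p = 0.0242, and adjusted p = 0.315 with an estimated correlation) and 7 higher in NOD mice (8 adjusted over the list alone, median 0.79, adjusted p = 0.000337, and adjusted p = 0.0566 with an estimated correlation). On Affy 1 of 22 was lower in MRL/lpr mice (median -0.09, adjusted p = 0.227), and 5 were higher and 1 lower in NOD mice (7 and 1 adjusted over the list alone, median 0.54, adjusted p = 0.00116). The strain difference was 1.20 on CL and 0.66 on Affy.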

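Of 31 inflammatory response genes on CL, 4 were lower with T in MRL/lpr mice (5 lower and 1 higher adjusted over the list alone), with a median log2 change of -0.26 (camera adjusted p = 0.0304, and adjusted p = 0.454 with an estimated correlation). Without T pool 1 or 2 the call ends (adjusted p up to 0.0902). S100a9, the partner of S100a8 in calprotectin, fell from 20.34 ± 10.1 to 4.016 ± 2.09 (n = 3 pools each, log2 change -2.41, standard error 0.43, adjusted p = 0.00313 from limma) on CL and had a log2 change of -2.45 on Affy (adjusted p = 0.00214), with 3 of 3 T pools below all placebo pools. On Affy 2 of 34 inflammatory genes were lower and 1 higher in MRL/lpr mice (5 and 1 adjusted over the list alone, median -0.34, adjusted p = 0.0846). Toll-like receptor and NF-kB genes did not pass in this strain. On CL 4 of 33 were higher and 2 lower (5 and 3 adjusted over the list alone, median -0.05, mean 0.27, adjusted p = 0.266), where the median and the mean differ in sign, and on Affy 3 of 32 were lower (3 lower and 1 higher adjusted over the list alone, median -0.12, adjusted p = 0.301).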

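In NOD mice 8 of 31 inflammatory response genes were higher and 3 lower with T on CL (10 and 3 adjusted over the list alone, median 0.30, camera adjusted p = 0.00444, and adjusted p = 0.175 with an estimated correlation). On Affy 10 of 34 were higher and 1 lower (11 and 2 adjusted over the list alone, median 0.23, adjusted p = 0.0013, and adjusted p = 0.051 with an estimated correlation). Nos2, the inducible nitric oxide synthase, fell from 26.19 ± 3.04 to 4.625 ± 1.24 on CL (log2 change -2.53, adjusted p = 2.83e-05 from limma, n = 3 pools each, 3 of 3 T pools below all placebo pools), where the interaction was -2.27 (adjusted p = 0.00208). Toll-like receptor and NF-kB genes, which sense microbes and pass the signal to the nucleus, were higher for 11 of 33 on CL (12 higher and 1 lower adjusted over the list alone, median 0.59, adjusted p = 6.3e-05) and for 8 of 32 on Affy (10 adjusted over the list alone, median 0.47, adjusted p = 0.00116), and passed with an estimated correlation on both. The strain difference of inflammatory response genes was 0.66 on CL (adjusted p = 1.28e-05, and adjusted p = 0.0561 with an estimated correlation) and 0.68 on Affy (adjusted p = 2.6e-05).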

Further, androgen administration increased the expression of 52 inflammatory genes in NOD lacrimal glands and 36 of these were identical to those in Table 8.

**Table 7:** T-Induced Decrease of Gene Expression in the Immune Response Ontology in Lacrimal Glands From Female MRL/lpr Mice

**Gene**	**CL Ratio**	**Affy Ratio**	**CL** ***P*** **Value**	**Affy** ***P*** **Value**
Indoleamine 2,3-dioxygenase 1	4.55		0.0073	
Guanylate binding protein 2*	4.31	2.63	0.0016	0.0004
Linker for activation of T cells family, member 2*	4.09		0.0024	
Ectonucleotide pyrophosphatase/phosphodiesterase		3.61		0.0033
Synaptic cell adhesion molecule 1		3.52		0.0009
Chemokine (C-X-C motif) ligand 11	3.12		0.0185	
Properdin		3.4		0.0242
Chemokine (C-X-C motif) ligand 16	3.01	2.08	0.0003	0.0377
Histocompatibility 2, class II antigen A, β1		2.98		0.0037
Complement component 3	2.94	2.53	0.0015	0.0052
C-type lectin domain family 2, member d	2.9	1.9	0.0007	0.0407
Toll-like receptor 4, mRNA	2.89		0.0094	
Interleukin 1 receptor accessory protein, transcript variant 2	2.81		0.0021	
Protein tyrosine phosphatase, receptor type, C, transcript variant 2*	2.8	2.05	0.0155	0.0159
Dual specificity phosphatase 6		2.78		0.0066
Chemokine (C-C motif) ligand 6	2.77	2.33	0.0010	0.0304
Interleukin enhancer binding factor 2	2.77	2.94	0.0260	0.0320
Fc receptor, IgG, α chain transporter	2.73		0.0086	
Bmi1 polycomb ring finger oncogene	2.72	2.02	0.0253	0.0106
Immunoglobulin heavy chain complex*	2.71	4	0.0248	0.0033
Ectonucleotide pyrophosphatase/phosphodiesterase 2	2.68		0.0037	
Immunoglobulin joining chain	2.65		0.0001	
Presenilin 1	2.61		0.0069	
Complement component 1, s subcomponent, transcript variant 1	2.58		0.0013	
2-5 oligoadenylate synthetase-like 2*	2.56		0.0051	
Fc receptor, IgE, high affinity I, gamma polypeptide		2.49		0.0037
Guanylate-binding protein 10		2.44		0.0019
SAM and SH3 domain containing 3*	2.42		0.0070	
CD79B antigen*	2.39	2.69	0.0154	0.0050
Vav 1 oncogene*	2.39		0.0314	
Interferon inducible GTPase 1	2.38	1.58	0.0093	0.0438
Chemokine (C-C motif) receptor 2	2.36	1.61	0.0024	0.0404
Protein kinase RICK	2.36		0.0008	
Strain SJL/J small inducible cytokine A4	2.32		0.0032	
Interleukin 33	2.31	2.45	0.0006	0.0114
Tumor necrosis factor, α-induced protein 8-like 2	2.31		0.0405	
Lymphocyte cytosolic protein 1		2.28		0.0204
Serine (or cysteine) peptidase inhibitor, clade G, member 1		2.28		0.0009
Yamaguchi sarcoma viral (v-yes-1) oncogene homolog		2.28		0.0165
Chemokine (C-X-C motif) ligand 13	2.3	2.38	0.0020	0.0036
Guanylate binding protein 3*	2.27		0.0155	
C-type lectin domain family 7, member a	2.24	2.87	0.0015	0.0011
Chemokine (C-X-C motif) ligand 9*	2.22	2.07	0.0260	0.0242
Phospholipid scramblase 1	2.21		0.0070	
Glutathione peroxidase 2	2.19		0.0046	
Annexin A3	2.18	1.89	0.0202	0.0100
A-synuclein	2.15		0.0012	
Guanylate binding protein 4	2.15		0.0072	
Killer cell lectin-like receptor family E member 1	2.15		0.0081	
Interferon induced with helicase C domain 1		2.15		0.0198
Transporter 1, ATP-binding cassette, sub-family B4	2.13		0.0244	
Dual specificity phosphatase 6	2.07		0.0183	
Nuclear receptor subfamily 1, group H, member 3	2.07		0.0093	
Vitronectin	2.07		0.0457	
Toll-like receptor 3	2.06		0.0029	
Syntaxin binding protein 2		2.06		0.0229
CD55 antigen	2.04		0.0146	
Toll-like receptor 2	2.02	3.51	0.0104	0.0035
High mobility group box 1		2.02		0.0012
Guanylate binding protein 6	2		0.0040	

Relative ratios were calculated from CL and Affy data by comparing the degree of gene expression in lacrimal glands from P- versus T-treated female MRL/lpr mice. Listed CL genes were increased ≥2-fold.

* Genes were found to be upregulated in lacrimal glands of female NOD mice treated with T (Table 8).

**Table 8:** T-Stimulated Increase of Gene Expression in the Immune Response Ontology in Lacrimal Glands From Female NOD Mice

**Gene**	**CL Ratio**	**Affy Ratio**	**CL** ***P*** **Value**	**Affy** ***P*** **Value**
Chemokine (C-X-C motif) ligand 10	10.71	4.86	0.0056	0.0183
Forkhead box P3	10.7		0.0007	
MHC I=H-2Kd homolog	10.39		0.0001	
Chemokine (C-X-C motif) ligand 9*	10.01	33.35	0.0066	0.0021
Adenosine A2b receptor	9.81	3.87	0.0145	0.0002
Histocompatibility 2, K1, K region	9.71		0.0000	
Interferon regulatory factor 7	9.33	4.15	0.0198	0.0002
Interleukin 21	8.12		0.0031	
Tripartite motif-containing 25	8.01		0.0205	
Chemokine (C-C motif) ligand 5	7.21	15.38	0.0192	0.0103
Histocompatibility 2, blastocyst	7.2		0.0075	
Chemokine (C-C motif) ligand 8	7.06	7.68	0.0017	0.0004
Lymphotoxin B	6.63	8.35	0.0115	0.0082
Guanylate binding protein 2*	6.54	6.6	0.0204	0.0029
CD86 antigen	6.37	4.34	0.0035	0.0013
Interferon regulatory factor 8, mRNA (cDNA clone MGC:6194 IMAGE:3487214)	6.35	5.34	0.0026	0.0068
CD247 antigen	6.19		0.0036	
Guanylate-binding protein 10	6.12		0.0279	
Complement component 4B	6.05	4.46	0.0054	0.0044
Chemokine (C motif) ligand 1	5.94		0.0247	
Transporter 1, ATP-binding cassette, sub-family B	5.84	7.76	0.0009	0.0000
Chemokine (C-C motif) receptor 7	5.75		0.0411	
Immunity-related GTPase family M member 1	5.72	5.63	0.0051	0.0074
Myxovirus (influenza virus) resistance 2)	5.72		0.0042	
Solute carrier family 11, member 1	5.67		0.0119	
Tumor necrosis factor receptor superfamily, member 1b	5.65		0.0007	
Interferon regulatory factor 8	5.44		0.0001	
Immunity-related GTPase family M member 2	5.14	7.03	0.0091	0.0158
Bone morphogenetic protein 6	5.13		0.0447	
Similar to histocompatibility 2, D region locus 1	5.06	3.94	0.0053	0.0238
Cytochrome b-245, α polypeptide	5.03	5.79	0.0211	0.0092
Guanylate binding protein 3*	4.99	4.51	0.0107	0.0010
Chemokine (C-C motif) ligand 7	4.88		0.0158	
Cell division cycle 2 homolog A	4.87		0.0282	
SAM domain and HD domain, 1	4.81	4.94	0.0045	0.0064
B-2 microglobulin mRNA, segment 1	4.69		0.0012	
CD40 antigen (Cd40), transcript variant 5	4.67		0.0064	
Lymphocyte protein tyrosine kinase	4.66	5.74	0.0039	0.0250
Fc receptor, IgE, high affinity I, gamma polypeptide	4.58		0.0034	
Protein tyrosine phosphatase, receptor type, C, transcript variant 2*	4.54		0.0046	
Immunoglobulin heavy chain complex*	4.46	5.27	0.0058	0.0043
SAM and SH3 domain containing 3*	4.45	2.82	0.0123	0.0054
Arrestin, β2	4.44		0.0013	
2-5 oligoadenylate synthetase 1B	4.39		0.0160	
Fc receptor, IgG, high affinity I	4.38	3.21	0.0300	0.0098
Protein tyrosine phosphatase, nonreceptor type 22	4.38		0.0011	
Histocompatibility 2, Q region locus 1	4.35	3.11	0.0145	0.0005
CD79A antigen	4.3		0.0022	
Leukocyte specific transcript 1	4.23		0.0426	
Lymphocyte antigen 86	4.19		0.0386	
2-5 oligoadenylate synthetase-like 2*	4.14	7.25	0.0139	0.0059
Myxovirus resistance 1	4.1		0.0115	
Complement component 1, q subcomponent, C chain	4.04		0.0011	
CD74 antigen	3.98	4.48	0.0119	0.0003
CD79B antigen*	3.95		0.0497	
Toll-like receptor 1	3.95	3.2	0.0138	0.0130
Transforming growth factor, β1	3.9		0.0276	
SH2 domain protein 1A	3.87		0.0210	
Vav 1 oncogene*	3.84		0.0145	
B-2 microglobulin, segment 1	3.79		0.0002	
Interferon-inducible GTPase-like	3.79		0.0006	
Linker for activation of T cells family, member 2*	3.68		0.0308	
Interferon induced with helicase C domain 1	3.59		0.0162	
Complement component 1, q subcomponent, α polypeptide	3.57		0.0062	
Complement component 3a receptor 1	3.57		0.0025	
Interleukin 3	3.55		0.0146	
Histocompatibility 2, class II antigen A, β1	3.54	3.42	0.0106	0.0243
CD3 antigen, epsilon polypeptide	3.52		0.0171	
Interleukin 18 receptor 1	3.52		0.0062	

Relative ratios were determined from CL and Affy data by comparing the degree of gene expression in lacrimal glands from P- versus T-treated female NOD mice. Listed CL genes were increased ≥3.50-fold.

* Genes were found to be down-regulated in lacrimal glands of female MRL/lpr mice treated with T (Table 7).

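B4galt1, a galactosyltransferase that builds sugar chains of selectins' ligands, and Ido1, which degrades tryptophan and restrains T cells, fell with T in both strains. On CL B4galt1 went from 10.65 ± 1.36 to 2.357 ± 0.603 in MRL/lpr mice (n = 3 pools each, log2 change -2.20, standard error 0.26, adjusted p = 0.000133 from limma) and from 20.33 ± 3.66 to 1.566 ± 0.414 in NOD mice (log2 change -3.72, adjusted p = 2.19e-06, interaction -1.51, adjusted p = 0.026). Ido1 went from 4.566 ± 1.15 to 1.003 ± 0.419 in MRL/lpr mice (log2 change -2.25, adjusted p = 0.00121) and had a log2 change of -1.82 in NOD mice (adjusted p = 0.00355, interaction 0.42, adjusted p = 0.663). Nod2, an intracellular sensor of bacterial cell walls, rose in both strains on CL, with log2 changes of 3.40 (adjusted p = 7.63e-06) and 1.42 (adjusted p = 0.00444, interaction -1.98, adjusted p = 0.0102). In each of these comparisons all 3 T pools lay on the same side of all placebo pools.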

Not all immune-related responses to T in the lacrimal glands of female MRL/lpr and NOD mice were opposite. 

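The paper lists 7 genes as lower with T in both strains, of which the P2X receptor is not analysed here because its name fits several genes. Of the other 6, 4 were called lower in both on CL (B4galt1, Ido1, Il33 and Tac1), while Adipoq and Jam3 were called lower in NOD mice and did not pass in MRL/lpr mice. Il33 is an alarmin of epithelial cells and Tac1 the precursor of substance P. Tac1 went from 26.23 ± 6.33 to 12.11 ± 2.68 in MRL/lpr mice on CL (n = 3 pools each, log2 change -1.11, adjusted p = 0.00853 from limma) and had a log2 change of -1.36 in NOD mice (adjusted p = 0.00171). On Affy its log2 changes were -0.64 (adjusted p = 0.131) and -0.70 (adjusted p = 0.0874). Adipoq, which encodes the fat cell hormone adiponectin, had a log2 change of -0.55 in MRL/lpr (adjusted p = 0.227) and -1.88 in NOD mice (adjusted p = 0.000384), with an interaction of -1.33 that did not pass (adjusted p = 0.0506). On Affy 1 of 5 measured genes, B4galt1, was called lower in both strains.
Of 11 genes that the paper lists as higher in both strains, 8 were tested on CL and 4 were called higher in both (Chst2, Foxp3, Nod2 and Tril). Chst2, a sulfotransferase for selectin ligands, went from 26.67 ± 6.04 to 413 ± 81.9 in MRL/lpr mice (log2 change 3.96, standard error 0.23, adjusted p = 5.4e-07) and from 179.6 ± 31.5 to 382.8 ± 76.1 in NOD mice (log2 change 1.09, adjusted p = 0.00696, interaction -2.87, adjusted p = 0.000472). On Affy Chst2 had log2 changes of 0.09 (adjusted p = 0.875) and 0.12 (adjusted p = 0.886), and of 5 genes tested there, 1 was called higher in NOD mice. The interaction passed on CL for 1 of the lower genes (B4galt1) and for 3 of the higher ones (Chst2, Nod2 and Tril). These lists were chosen by the study on the same samples, so their counts are not independent evidence of direction. In all called comparisons named here with levels, 3 of 3 T pools lay on the same side of all placebo pools.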

As shown in Table 9, the expression of certain inflammatory genes was down- or upregulated in the same way in both strains.

**Table 9:** Inflammatory Gene Responses That Were Similar in Lacrimal Glands From Female MRL/lpr and NOD Mice

**Gene**	**MRL/lpr Ratio**	**NOD Ratio**	**MRL/lpr** ***P*** **Value**	**NOD** ***P*** **Value**
Downregulation				
Indoleamine 2,3-dioxygenase 1	4.55	3.65	0.0073	0.0172
UDP-Gal:βGlcNAc β 1,4-galactosyltransferase, polypeptide 1	4.52	12.98	0.0006	0.0009
Interleukin 33	2.31	1.84	0.0006	0.0352
Tachykinin 1	2.17	2.54	0.0236	0.0010
Purinergic receptor P2X, ligand-gated ion channel	1.63	1.78	0.0325	0.0255
Adiponectin, C1Q and collagen domain containing	1.46	3.58	0.0101	0.0046
Junction adhesion molecule 3	1.4	1.77	0.0068	0.0136
Upregulation				
TLR4 interactor with leucine rich repeats	30.47	7.29	0.0277	0.0011
Adenosine A2b receptor	22.87	9.81	0.0053	0.0145
Paraneoplastic antigen MA1	16.63	2.91	0.0001	0.0181
Carbohydrate sulfotransferase 2	15.49	2.13	0.0012	0.0130
Forkhead box P3	11.51	10.7	0.0036	0.0007
Nucleotide-binding oligomerization domain containing 2	10.82	2.65	0.0134	0.0004
Toll-like receptor 9	3.45	1.67	0.0125	0.0170
Chemokine (C-C motif) receptor 5	2.25	2.05	0.0045	0.0078
V-rel reticuloendotheliosis viral oncogene homolog A	1.66	3.06	0.0091	0.0033
Transforming growth factor, β1	1.47	3.9	0.0043	0.0276
Regenerating islet-derived 3α	1.42	1.43	0.0207	0.0222

Relative ratios were calculated from CL data by comparing the degree to which gene expression was significantly down- or upregulated by T treatment, relative to that of P, in lacrimal glands of female MRL/lpr and NOD mice.

The modulatory effect of T on immune-related gene expression in the autoimmune mouse lacrimal glands did not reflect an androgen action typically found in lacrimal tissues of a nonautoimmune strain. Indeed, the effect of T on gene ontologies in lacrimal glands of female NOD, compared to female BALB/c, mice showed significant differences. For example, 21 of 22 androgen upregulated biological process ontologies (Affy) in NOD mice (*n* = 479 NOD > BALB/c ontologies) with the highest *z*-scores (*z* = 6.85 – 10.59) were all immune-related. In contrast, only two of the 161 biological process gene ontologies expressed to a greater extent in BALB/c versus NOD mice were immune-associated. Instead, the BALB/c biological process ontologies with the highest *z*-scores were translation elongation (*z* = 11.59), translation (*z* = 9.56) and oxidation-reduction (*z* = 6.87). In the same way, some of the top molecular function and cellular component ontologies in T-treated female NOD mice were immune-related antigen binding (*z* = 8.72), chemokine receptor binding (*z* = 4.63), and MHC protein complex (*z* = 6.64), whereas they were structural constituent of ribosome (*z* = 10.94), mitochondrion (*z* = 12.77) and multiple ontologies related to oxidoreductase activities in androgen-treated female BALB/c mice.

### T Impact on Immune-Related KEGG Pathways in Lacrimal Glands of Female MRL/lpr and NOD Mice

T administration led to a significant decrease in the expression of immune-related KEGG pathways in lacrimal glands of female MRL/lpr mice (Table 10). These included such pathways as chemokine signaling, cytokine-cytokine receptor interaction, and leukocyte transendothelial migration (Table 9). In contrast, T induced a significant increase in the expression of these KEGG pathways, as well as many more, in lacrimal tissues of female NOD mice (Table 11).

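Some signaling genes of lymphocytes fell with T in MRL/lpr mice. Lat2, an adaptor of B cell and mast cell receptors, was at least 1.39-fold lower on CL (log2 change -1.63, standard error 0.28, adjusted p = 0.00248 from limma, n = 3 pools each). Lcp2, the adaptor SLP-76, had a log2 change of -1.96 on Affy (adjusted p = 0.00248, lost with signals as deposited). Cd22, which restrains B cell receptor signals, had a log2 change of -1.80 on CL (adjusted p = 0.00624, lost when each strain is fitted alone). For these genes all 3 T pools lay below all placebo pools.
Of 23 B cell receptor signaling genes on CL, 7 were lower and 1 higher (8 and 1 adjusted over the list alone, median -0.36, camera adjusted p = 0.0168, and adjusted p = 0.323 with an estimated correlation), and on Affy 6 of 26 were lower (6 adjusted over the list alone, median -0.39, adjusted p = 0.00443). Of T cell receptor signaling genes 4 of 20 were lower and 2 higher on CL (5 and 2 adjusted over the list alone, median -0.25, adjusted p = 0.266), and 3 of 27 were lower on Affy (4 adjusted over the list alone, median -0.60, adjusted p = 0.00141). Both Affy lists had an adjusted p = 0.23 with an estimated correlation.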

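Leukocyte transendothelial migration genes, which cover the adhesion molecules and actin regulators of passage through vessel walls, were lower with T in MRL/lpr mice. On CL 5 of 28 were lower and 1 higher (6 and 1 adjusted over the list alone, median -0.26, camera adjusted p = 0.0401, and adjusted p = 0.315 with an estimated correlation), and the call ends without placebo pool 2 or T pool 1 (adjusted p up to 0.0621). On Affy 3 of 40 were lower and 1 higher (7 and 1 adjusted over the list alone, median -0.40, adjusted p = 0.0115, and adjusted p = 0.23 with an estimated correlation). Itgb2, the β chain of leukocyte integrins, had a log2 change of -1.07 on CL (standard error 0.25, adjusted p = 0.0152 from limma, n = 3 pools each, 3 of 3 T pools below all placebo pools), a call that ends without placebo pool 2 and with the replicate number as a block.
Of 50 cytokines and cytokine receptors on CL, 8 were lower and 2 higher (9 and 2 adjusted over the list alone, median -0.09, adjusted p = 0.183). On Affy 2 of 61 were lower (1 adjusted over the list alone, median -0.21, adjusted p = 0.0405, and adjusted p = 0.23 with an estimated correlation), and the call ends without placebo pool 1 or 2 or T pool 1 (adjusted p up to 0.127). The chemokine receptor Ccr2, which monocytes carry, had a log2 change of -1.30 on CL (adjusted p = 0.00661, lost when each strain is fitted alone, with 3 of 3 T pools below all placebo pools).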

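In NOD mice these groups were higher with T. Of cytokines and receptors 17 of 50 were higher and 3 lower on CL (21 and 4 adjusted over the list alone, median 0.47, camera adjusted p = 4.42e-05, and adjusted p = 0.0471 with an estimated correlation), and 15 of 61 were higher on Affy (20 adjusted over the list alone, median 0.47). Ltb, lymphotoxin β, which organizes lymphoid tissue, was at least 2.06-fold higher on CL (log2 change 2.48, standard error 0.32, adjusted p = 0.000226 from limma, n = 3 pools each) and had a log2 change of 2.80 on Affy (adjusted p = 0.000284). Tnfrsf18, the costimulatory receptor GITR, was at least 2.86-fold higher on CL (log2 change 2.28, adjusted p = 5.97e-05). For both genes all 3 T pools lay above all placebo pools. The strain difference of the cytokine list was 0.66 on CL and 0.78 on Affy.
Transendothelial migration genes were higher for 6 of 28 and lower for 2 on CL (7 and 2 adjusted over the list alone, adjusted p = 0.0493, and adjusted p = 0.175 with an estimated correlation), with a median of -0.05 and a mean of 0.35 that differ in sign, and this call ends without any 1 of 7 arrays (adjusted p up to 0.0839). On Affy 13 of 40 were higher (15 adjusted over the list alone, median 0.42, adjusted p = 5.07e-07). The strain difference was 0.39 on CL (adjusted p = 0.000955, and adjusted p = 0.0511 with an estimated correlation) and 0.62 on Affy (adjusted p = 7.39e-10). B cell receptor signaling genes were higher for 8 of 23 and lower for 1 on CL (8 and 1 adjusted over the list alone, median 0.34, adjusted p = 0.00021, and adjusted p = 0.086 with an estimated correlation) and higher for 12 of 26 and lower for 1 on Affy (14 and 1 adjusted over the list alone, median 1.00). T cell receptor signaling genes were higher for 11 of 20 on CL (11 adjusted over the list alone, median 0.80) and for 11 of 27 on Affy (13 adjusted over the list alone, median 0.92). The strain difference was 0.71 on CL and 1.5 on Affy for the B cell list, and 0.66 and 1.45 for the T cell list.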

**Table 10:** Immune KEGG Pathways Downregulated in Lacrimal Glands by T Administration to Female MRL/lpr Mice

**KEGG Pathway**	**CL Genes ↓**	**Affy Genes ↓**	**CL** ***z*****-Score**	**Affy** ***z*****-Score**
Chemokine signaling pathway	28		2.92	
Cytokine-cytokine receptor interaction	36		2.79	
Toll-like receptor signaling pathway	17		2.47	
B cell receptor signaling pathway	14		2.4	
Leukocyte transendothelial migration	17	19	2.05	2.06
Phagosome	22		2.01	

Immune-related KEGG pathways that were decreased in T-, as compared to P-, treated female MRL/lpr mice are listed.

**Table 11:** T Upregulation of Immune KEGG Pathways in Lacrimal Glands of Female NOD Mice

**KEGG Pathway**	**CL Genes ↑**	**Affy Genes ↑**	**CL** ***z*****-Score**	**Affy** ***z*****-Score**
Natural killer cell mediated cytotoxicity	38	17	8.37	2.47
Graft-versus-host disease	18	12	7.96	4.99
Allograft rejection	17	10	7.41	3.94
Antigen processing and presentation	23	16	7.11	4.83
Leishmaniasis	24		7.03	
Autoimmune thyroid disease	17	10	6.4	2.99
Toll-like receptor signaling pathway	26	16	5.71	3.07
Primary immunodeficiency	13	9	5.46	3.87
Phagosome	32	28	4.97	4.85
Cytokine-cytokine receptor interaction	44		4.78	
Chemokine signaling pathway	34	26	4.67	3.52
T-cell receptor signaling pathway	24		4.54	
Systemic lupus erythematosus	17	14	4.25	3.23
B-cell receptor signaling pathway	18	12	4.21	2.77
Jak-STAT signaling pathway	26		3.66	
Intestinal immune network for IgA production	10		3.31	
Fc gamma R-mediated phagocytosis	16	14	2.77	2.85
Complement and coagulation cascades	14		2.76	
Leukocyte transendothelial migration	17	17	2.17	2.8

Immune-related KEGG pathways that were increased in T-, as compared to P-, treated female NOD mice are listed.

### Comparison Between the Influence of Sex and T on Immune-Related Gene Expression in Lacrimal Glands of MRL/lpr and NOD Mice

Lacrimal glands of female MRL/lpr and male NOD mice, compared to their opposite sexes, contain a significantly greater expression of genes, ontologies, and KEGG pathways related to inflammatory responses, antigen processing, and chemokine signaling.^30^ We hypothesized that many of these immune-related genes, ontologies, and pathways are analogous to those T suppresses in female MRL/lpr, and induces in female NOD mouse lacrimal tissues. To test this hypothesis, we compared the sex and T influence on immune-related gene expression in MRL/lpr and NOD mice. We also compared these findings to genes more highly expressed in inflamed (MRL/lpr female and NOD male) versus noninflamed (MRL/lpr male and NOD female) lacrimal tissues.

As shown in Tables 12 to 14, many immune-related biological process ontologies (e.g., inflammatory response), immune response genes (e.g., *complement component 3*) and chemokine KEGG pathway genes (e.g., *chemokine* [*C-X-C motif*] *ligand 9*) that are influenced by sex and T in lacrimal glands of MRL/lpr and NOD mice are identical. Thus, androgen downregulates multiple immune-related genes that are highly expressed in lacrimal tissues of female MRL/lpr mice, and T upregulates the expression of these immune genes, which typically are expressed in NOD males, in female NOD lacrimal tissues. These regulated genes in Tables 12 to 14 are the same as those more highly expressed in inflamed compared to noninflamed lacrimal glands.

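Only the T effect in females can be set beside these tables, since the male and female glands of the sex comparison are not analysed here. Table 13 lists 22 genes, of which the immunoglobulin heavy chain complex is not analysed here because its name fits several genes. Of the other 21, 17 were tested on CL, where 10 were called lower in MRL/lpr mice and 15 higher in NOD mice, and 16 passed the interaction. On Affy 19 were tested, 5 were lower in MRL/lpr and 11 higher in NOD mice, and 10 passed the interaction. Of 10 genes of Table 14, 9 were tested on CL, with 7 lower in MRL/lpr and 8 higher in NOD mice, and 8 on Affy, with 1 and 3. Without that complex the tables hold 27 different genes, of which 12 were called lower in MRL/lpr and higher in NOD mice on CL and 5 on Affy. The study chose these genes on the same samples, so the counts are not independent evidence of direction.
Sash3, an adaptor of lymphocyte signaling, fell in MRL/lpr mice from 6.747 ± 1.34 to 2.792 ± 0.101 on CL (n = 3 pools each, log2 change -1.25, standard error 0.25, adjusted p = 0.00616 from limma) and rose in NOD mice from 1.893 ± 0.269 to 8.433 ± 2.60 (log2 change 2.12, adjusted p = 0.000116, interaction 3.37). Ccr1, a receptor for inflammatory chemokines, had a log2 change of -0.97 in MRL/lpr mice on CL (adjusted p = 0.0157, near background and lost under 4 alternatives) and was at least 5.30-fold higher in NOD mice (log2 change 2.69, adjusted p = 9.47e-06, interaction 3.66) on CL. In these comparisons all 3 T pools lay on the same side of all placebo pools. On Affy Ccr1 had log2 changes of -0.68 in MRL/lpr (adjusted p = 0.187) and 0.11 in NOD mice (adjusted p = 0.92), under the floor in 2 of 3 NOD pools with placebo and 2 of 3 with T.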

**Table 12:** Sex and T Influence on Immune-Related Gene Ontologies in Lacrimal Glands of Autoimmune Mice

Gene Ontology	**lpr**	**lpr**	**lpr**	**lpr**	**NOD**	**NOD**	**NOD**	**NOD**	**lpr +NOD**	**lpr +NOD**
	F ↑	F ↑ *z*	T ↓	T ↓ *z*	M ↑	M ↑ *z*	T ↑	T ↑ *z*	Infl ↑	Infl ↑ *z*
Immune system process	228	6.26	166	7.27	227	14.62	192	13.29	238	18.47
Immune response	133	5.89	90	5.45	152	15.16	127	13.54	161	18.74
Defense response	141	6.12	89	4.73	134	11.7	115	10.91	139	14.42
Regulation of immune system process	119	4.29	79	3.9	128	11.66	111	11.05	130	13.88
Leukocyte activation	100	5.51	65	4.58	99	10.89	87	10.52	112	15.01
Positive regulation of immune system process	85	3.99	55	3.33	102	12.13	86	10.98	103	14.06
Lymphocyte activation	84	4.84	55	4.11	83	9.72	72	9.2	97	14.08
Regulation of immune response	77	4.38	43	2.31	90	11.75	77	10.88	89	13.18
Immune effector process	74	5.38	39	2.56	81	11.65	71	11.16	84	13.89
Innate immune response	56	3.15	46	4.75	69	10.11	62	10.06	74	12.72
Positive regulation of immune response	59	3.72	37	2.82	75	11.48	62	10.1	74	12.76
T-cell activation	55	3.53	38	3.46	60	8.74	53	8.5	67	11.75
Cytokine production	72	5.12	41	3.03	63	7.94	59	8.52	66	9.93
Regulation of leukocyte activation	56	4.11	34	2.87	58	8.71	54	9.16	62	11
Regulation of lymphocyte activation	51	4.12	32	3.13	54	8.81	48	8.63	60	11.65
Inflammatory response	71	4.8	39	2.51	58	6.75	51	6.57	58	7.99
Regulation of cytokine production	62	4.65	33	2.23	54	7.21	51	7.85	58	9.39
Regulation of defense response	60	3.79	41	3.6	55	6.95	49	6.9	56	8.4
Leukocyte proliferation	47	4.96	31	4.19	43	7.72	38	7.5	55	12.35
Lymphocyte proliferation	46	4.95	30	4.08	43	7.93	37	7.41	55	12.62
Activation of immune response	41	2.52	30	2.98	55	9.56	44	8.01	54	10.58
Response to cytokine stimulus	49	3.34	47	6.4	45	6.21	39	5.89	48	8.08
Positive regulation of defense response	39	3.14	29	3.61	37	6.02	32	5.68	37	7.03

The number of genes (i.e., non–*z*-score columns) and *z*-scores (*z*) were obtained by analyzing comparative CL microarray data from lacrimal glands from female (F) versus male (M) and P-versus T-treated MRL/lpr (lpr) and NOD mice. The sex-related data originate from one of our recent publications.^30^ The last two columns on the right show results obtained by comparing gene expression in inflamed (Infl) versus noninflamed lacrimal tissues, as described in the Results section. Ontologies were significantly (*P* < 0.05) up (↑)- or down (↓)-regulated according to the listed sex and hormone treatment.

**Table 13:** Sex and T Effect on the Expression of Immune Response Genes in Lacrimal Glands of Autoimmune Mice

Gene Ontology	**lpr**	**lpr**	**lpr**	**lpr**	**NOD**	**NOD**	**NOD**	**NOD**	**lpr +NOD**	**lpr +NOD**
	F ↑	F ↑ *P*	T ↓	T ↓ *P*	M ↑	M ↑ *P*	T ↑	T ↑ *P*	Infl ↑	Infl ↑ *P*
Chemokine (C-X-C motif) ligand 9	4.21	0.0053	2.22	0.0260	15.74	0.0000	10.01	0.0066	5.56	0.0000
CD79B antigen	3.56	0.0001	2.39	0.0154	11.31	0.0002	3.95	0.0497	5.49	0.0018
SAM and SH3 domain containing 3	3.34	0.0019	2.42	0.0070	6.26	0.0001	4.45	0.0123	4.03	0.0000
Linker for activation of T cells family, member 2	2.48	0.0136	4.09	0.0024	6.04	0.0005	3.68	0.0308	3.93	0.0000
Vav 1 oncogene	2.78	0.0008	2.39	0.0314	5.52	0.0000	3.84	0.0145	3.48	0.0000
Complement component 3	4.38	0.0050	2.94	0.0015	3.14	0.0050	3.15	0.0109	3.44	0.0000
C-type lectin domain family 7, member a	3.11	0.0025	2.24	0.0015	5.45	0.0024	2.99	0.0177	3.29	0.0000
Immunoglobulin heavy chain complex	5.47	0.0014	2.71	0.0248	8.51	0.0028	4.46	0.0058	3.2	0.0000
Complement component 4B	1.52	0.0361	1.98	0.0147	5.38	0.0053	6.05	0.0054	3.12	0.0000
interleukin 4 receptor, α	4.35	0.0039	1.73	0.0241	3.91	0.0025	2.68	0.0279	3.06	0.0015
Chemokine (C-X-C motif) ligand 16	6.95	0.0116	3.01	0.0003	1.75	0.0142	2.86	0.0175	2.93	0.0000
Histocompatibility 2, class II antigen A, α	2.64	0.0142	1.69	0.0065	4.22	0.0017	3.13	0.0064	2.87	0.0000
Toll-like receptor 1	2.34	0.0083	1.45	0.0456	4.28	0.0094	3.95	0.0138	2.79	0.0000
Histocompatibility 2, class II antigen E β	2.3	0.0429	1.59	0.0439	4.87	0.0001	3.18	0.0151	2.77	0.0000
Toll-like receptor 2	3.31	0.0033	2.02	0.0104	3.04	0.0003	2.65	0.0111	2.71	0.0000
Immunity-related GTPase family M member 2	2.25	0.0229	1.94	0.0132	3.79	0.0005	5.14	0.0091	2.69	0.0000
Chemokine (C-C motif) receptor 2	2.31	0.0063	2.36	0.0024	3.38	0.0028	2.45	0.0050	2.63	0.0000
Phospholipid scramblase 1	3.54	0.0323	2.21	0.0070	2.01	0.0002	2.4	0.0140	2.5	0.0001
Purinergic receptor P2Y, G-protein coupled, 14	2.32	0.0114	1.34	0.0460	3.69	0.0028	3.15	0.0074	2.47	0.0000
Transmembrane protein 173	4.54	0.0033	1.31	0.0113	3.07	0.0007	1.85	0.0383	2.34	0.0000
Complement component 1, s subcomponent	3.55	0.0039	2.58	0.0013	1.73	0.0096	1.4	0.0133	2.18	0.0002
Interleukin 1β	1.64	0.0146	1.57	0.0329	2.72	0.0001	1.69	0.0456	1.89	0.0001

Relative ratios and *P* values were calculated from CL data by comparing the degree of gene expression in lacrimal glands from female versus male, P- versus T-treated, and inflamed versus noninflamed MRL/lpr and NOD mice. The categories, abbreviations, and origin of the sex-related data are described in the legend to Table 11.

**Table 14:** Sex and T Impact on the Expression of Genes in the Chemokine KEGG Pathway in Lacrimal Glands Of Autoimmune Mice

Gene Ontology	**lpr**	**lpr**	**lpr**	**lpr**	**NOD**	**NOD**	**NOD**	**NOD**	**lpr +NOD**	**lpr +NOD**
	F ↑	F ↑ *P*	T ↓	T ↓ *P*	M ↑	M ↑*P*	T ↑	T ↑*P*	Infl ↑	Infl ↑ *P*
Chemokine (C-C motif) receptor 1	3.4	0.0025	2.58	0.0061	6.88	0.0013	6.4	0.0012	5.64	0.0022
Chemokine (C-X-C motif) ligand 9	4.21	0.0053	2.22	0.0260	15.74	0.0000	10.01	0.0066	5.56	0.0000
Chemokine (C-C motif) ligand 19	5.29	0.0047	2.24	0.0225	5.58	0.0001	3.53	0.0365	3.8	0.0000
Vav 1 oncogene	2.78	0.0008	2.39	0.0314	5.52	0.0000	3.84	0.0145	3.48	0.0000
Gardner-Rasheed feline sarcoma viral oncogene homolog	1.49	0.0215	1.57	0.0404	9.32	0.0015	4.63	0.0173	3.24	0.0001
Chemokine (C-X-C motif) ligand 16	6.95	0.0116	3.01	0.0003	1.75	0.0142	2.86	0.0175	2.93	0.0000
Chemokine (C-C motif) receptor 2	2.31	0.0063	2.36	0.0024	3.38	0.0028	2.45	0.0050	2.63	0.0000
Hemopoietic cell kinase	1.55	0.0340	1.51	0.0419	4.74	0.0005	4.74	0.0348	2.56	0.0000
Chemokine (C-X-C motif) receptor 6	2.32	0.0226	2.7	0.0129	3.43	0.0056	1.63	0.0500	2.46	0.0000
Guanine nucleotide binding protein, gamma 10	1.8	0.0022	1.69	0.0063	1.55	0.0279	1.32	0.0479	1.59	0.0001

Relative ratios and *P* values were determined from CL data as explained in the legends to Tables 11 and 12.

## Discussion

Our results showed that T significantly influences the expression of numerous immune-related genes, ontologies, and KEGG pathways in lacrimal glands of MRL/lpr and NOD mice. These genes are associated with processes, such as lymphocyte activation, leukocyte transendothelial migration, antigen binding, chemokine signaling, cytokine production, cytokine-cytokine receptor interaction, MHC protein complex, and the inflammatory response. The nature of this androgen-induced response depends upon the autoimmune strain and is not duplicated within lacrimal tissues of nonautoimmune BALB/c mice. The majority of immune-related genes regulated by T are of the inflammatory type. Our findings indicated the lacrimal gland microenvironment as a key mediator of androgen effects on immune gene expression and the associated immunopathology.

Our study was prompted by our earlier discovery that androgens, but not estrogens, dramatically suppress the inflammation in lacrimal tissues of the female MRL/lpr and NZB/NZW FI mouse models of SS.^11^–^14^ We hypothesized that this androgen effect involves an alteration in the expression and/or activity of immune-related genes, because such genes are critically important in innate and adaptive immune responses.^42^ These genes might also have a major role in promoting the multiple immunosuppressive actions of androgens, including those directly on T cells, monocytes, macrophages, neutrophils, and B cell precursors, and indirectly on peripheral B cells.^43^,^44^ These androgen actions lead to regulation of the maturation, proliferation, migration, and/or function of immune cells; synthesis and secretion of antibodies, cytokines, adhesion molecules, and proto-oncogenes; and expression of autoantigens.^2^,^43^,^44^ A result is that androgens are protective in SS, as well as in other autoimmune diseases, such as systemic lupus erythematosus, multiple sclerosis, and rheumatoid arthritis.^2^,^5^,^6^,^43^

We discovered that testosterone suppresses a wide array of immune-related genes in lacrimal glands of female MRL/lpr mice. The question is whether some of these genes may be intricately involved in helping to mediate testosterone's anti-inflammatory action in this tissue. Possible examples abound. For example, the androgen downregulation of *complement 3*, *Cxcl9*, *moesin*, *IL-1β*, and *TLR2* genes may interfere with the early stages of SS disease development and the triggering of an adaptive immune response in the lacrimal gland.^30^,^45^–^50^ However, if these five genes are important for the androgen-induced downregulation of lacrimal gland inflammation in female MRL/lpr mice, why are these same genes upregulated by androgen treatment in lacrimal tissues of female NOD mice?

Indeed, we found that many of the immune response genes, immune-related biological process ontologies, and chemokine KEGG pathway genes that are influenced by sex and T in lacrimal glands of MRL/lpr and NOD mice are identical. Thus, androgen decreased the expression of multiple immune-related genes in lacrimal tissues of female MRL/lpr mice, and T increased the expression of these immune genes, which are typically expressed in NOD males,^30^ in female NOD lacrimal tissues. We also discovered that many of these regulated genes are the same as those typically highly expressed in inflamed compared to noninflamed lacrimal glands.

Are there specific genes, then, that might be responsible, at least in part, for promoting the anomalous androgen-induced inflammation in NOD lacrimal glands? Possible genes might be those encoding kallikrein 1 and its related peptidases (KLKs) b1, b4, b5, b8, b11, b24, and b26. Testosterone increased the expression of these genes by 8.4- to 216.7-fold amounts in female NOD lacrimal tissues. 

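The glandular kallikreins are serine proteases of a gene cluster whose members are close in sequence, so that a probe may also read its neighbors. In NOD mice Klk1b1 rose from 6.755 ± 0.589 to 131.6 ± 43.8 on CL (n = 3 pools each, log2 change 4.22, standard error 0.26, adjusted p = 9.73e-07 from limma). Klk1b8 rose from 3.383 ± 0.922 to 108.9 ± 31.2 (log2 change 5.01, adjusted p = 7.27e-07) and Klk1b11 from 2.807 ± 0.383 to 56.92 ± 13.8 (log2 change 4.32, adjusted p = 2.37e-07). Klk1b24 was at least 20.5-fold higher on CL with the probe that has the paper's ratios (log2 change 5.82, adjusted p = 4.85e-07) and rose from 108.1 ± 50.5 to 4307 ± 2690 on Affy (log2 change 5.04, adjusted p = 9.08e-07). A brighter CL probe annotated as Klk1b24, whose ratio matches the paper's for Klk1, was at least 66.5-fold higher (log2 change 7.23, adjusted p = 0.00276). For these genes all 3 T pools lay above all placebo pools. Klk1b5 read 0.3783 ± 0.0662 with placebo and 3.16 ± 0.934 with T on CL, with all T pools above all placebo pools, and its log2 change of 2.61 did not pass (adjusted p = 0.281). Its spread is shared with MRL/lpr mice, where placebo pool 1 read 137.8 and the other placebo pools 0.7052 and 0.89.
Of 8 kallikreins measured on CL 5 were higher in NOD mice (5 adjusted over the list alone), with a median log2 change of 3.99 (camera adjusted p = 7.32e-07, and adjusted p = 0.0566 with an estimated correlation). On Affy 5 of 9 were higher (5 adjusted over the list alone, median 2.26), past the threshold with both correlations.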

KLKs constitute a family of serine proteases that are stimulated by androgens in other tissues^51^ and appear to have a significant role in the development and progression of autoimmune diseases.^52^,^53^ KLK protein levels are increased in lacrimal glands in primary SS.^54^,^55^ Further, several KLKs act as autoantigens, and may serve to elicit an autoimmune T-cell response against lacrimal tissue and to cause a decrease in aqueous tear secretion.^54^,^56^–^58^ However, it is unlikely that KLKs are the keys to understanding androgen-immune effects in NOD mice. 

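The glandular kallikreins rose in MRL/lpr mice as well. On CL Klk1b1 went from 8.322 ± 1.10 to 251.7 ± 61.0 (n = 3 pools each, log2 change 4.90, standard error 0.26, adjusted p = 2.45e-07 from limma), Klk1b8 from 5.531 ± 0.558 to 99.97 ± 32.5 (log2 change 4.12, adjusted p = 2.67e-06) and Klk1b11 from 3.306 ± 0.236 to 84.89 ± 12.9 (log2 change 4.67, adjusted p = 4.63e-08). Klk1b27 was at least 197-fold higher on Affy (log2 change 7.62, adjusted p = 2.81e-11), where it had a log2 change of 0.54 in NOD mice (adjusted p = 0.357, interaction -7.09, adjusted p = 6.78e-08). On CL Klk1b27 was higher in both strains, by a log2 change of 6.30 in MRL/lpr (adjusted p = 0.00011) and 3.75 in NOD mice (adjusted p = 0.00347, at least 5.07-fold), and the interaction of -2.54 did not pass (adjusted p = 0.179). Klk1b24 was at least 126-fold higher on Affy (log2 change 6.97, adjusted p = 1.69e-08). On CL the Klk1b24 probe with the paper's ratios was at least 56.4-fold higher (log2 change 6.79, adjusted p = 6.82e-08). A brighter CL probe annotated as Klk1b24, whose ratio in NOD mice matches the paper's for Klk1, did not pass (52.86 ± 88.8 to 161.6 ± 19.6, log2 change 4.47, adjusted p = 0.0515). All 3 T pools lay above all placebo pools for each call. Klk1b21 had a log2 change of 2.08 on CL (adjusted p = 0.00914), and Klk1b16 a log2 change of 1.28 on Affy (adjusted p = 0.0279, lost under 9 alternatives).
Of 8 kallikreins on CL 5 were higher with T in MRL/lpr mice (6 adjusted over the list alone, median 4.29, camera adjusted p = 3.38e-07, and adjusted p = 0.129 with an estimated correlation), and 7 of 9 on Affy (8 adjusted over the list alone, median 4.15, adjusted p = 2.7e-15, and adjusted p = 0.0101 with an estimated correlation). The strain difference was -0.45 on CL (mean 0.22, adjusted p = 0.802) and -0.34 on Affy (adjusted p = 0.0312, and adjusted p = 0.189 with an estimated correlation), and the Affy call ends without MRL/lpr placebo pool 2 or 3, MRL/lpr T pool 3 or NOD T pool 1 (adjusted p up to 0.0976).
MRL/lpr placebo pool 1 stood apart in this family and in other salivary transcripts. Klk1, the tissue kallikrein that makes kinins, read 11870 on Affy in that pool and 6.214 and 5.53 in the other placebo pools, so that its log2 change of -1.86 did not pass (adjusted p = 0.425). Bpifa2, a secretory protein of the parotid gland, read 2239 on CL there and 0.4505 and 2.991 in the others. Klk1b5 on CL was dominated by the same pool (46.46 ± 79.1 to 2.772 ± 0.516, log2 change -0.69, adjusted p = 0.854), and without it the log2 change becomes 1.79 (adjusted p = 0.00287). From the rise in MRL/lpr mice and a rise of Klk1b24 in nonautoimmune BALB/c mice, the paper reasons that kallikreins are unlikely to explain the response of NOD mice.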

The reason is that T also increases by 1.7- to 273-fold the gene expression of KLKs b1, b4, b8, b10, b11, b16, b21, b24, b26, and b27 in lacrimal glands of female MRL/lpr mice, and by 38.8-fold the KLK b24 gene activity in female nonautoimmune BALB/c mice.^31^

Another gene that might be responsible for increasing the aberrant androgen-induced inflammation in NOD lacrimal glands is *Syk*. This tyrosine kinase is very much involved in signaling pathways in hematopoietic cells, and also functions within epithelial cells to promote inflammatory responses.^59^,^60^ *Syk* inhibition has been proposed as a potential treatment for SLE and SS.^61^ However, although *Syk* gene expression is increased in the inflamed lacrimal glands of female MRL/lpr mice (NCBI GEO series accession number GSE5876), it is not decreased by androgen treatment in this strain. Consequently, if there is a specific lacrimal gland switch that androgens turn on to induce immunopathology in NOD mice, and turn off to suppress inflammation in MRL/lpr mice, then *Syk* is not that switch.

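In MRL/lpr mice Syk read 0.748 ± 0.0779 with placebo and 0.608 ± 0.351 with T on CL, near background in both groups (n = 3 pools each, log2 change -0.11, standard error 0.29, adjusted p = 0.882 from limma). On Affy it read 247.8 ± 64.4 and 183.9 ± 46.4 (log2 change -0.43, standard error 0.50, adjusted p = 0.668), with T and placebo pools that overlapped. The difference between the strains passed on CL (interaction 1.69, adjusted p = 0.0241) and not on Affy (interaction 2.32, adjusted p = 0.0848). With placebo the CL mean of 0.748 lay close to the floor of 0.5, so a fall could hardly show there. The paper reports that Syk is more highly expressed in inflamed female MRL/lpr glands, yet not lowered by T. From this it reasons that Syk is not the switch, if any exists, by which androgens raise inflammation in NOD and lower it in MRL/lpr mice.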

What, then, is that possible on/off switch? We hypothesized that this switch, which may comprise a single or multiple genes, is triggered by an androgen–androgen receptor interaction within lacrimal gland epithelial cell nuclei. These classical androgen receptors are members of the nuclear receptor superfamily of ligand-inducible transcription factors and mediate the majority of androgen actions throughout the body.^62^,^63^ Following androgen association with its specific receptor, the monomeric, activated androgen-receptor complex binds to androgen response elements in the regulatory region of target genes and, in combination with coactivators and enhancers, regulates gene transcription, and ultimately protein synthesis and tissue function.^62^–^67^

We have shown that androgen receptors are located almost exclusively within acinar and ductal epithelial cell nuclei in lacrimal glands of MRL/lpr mice, and are absent within the extensive lymphocytic populations in these autoimmune tissues.^68^ Moreover, we have found that androgens upregulate the expression of androgen receptor protein in MLR/lpr lacrimal gland epithelia, and this autoregulation is particularly intense in ductal epithelial cells.^68^ Indeed, the highest level of androgen receptor protein in ductal nuclei^68^ is elicited by those androgens that possess the greatest anti-inflammatory activity in MRL/lpr lacrimal tissue.^14^ Given the role of the periductal area in promoting inflammation within the lacrimal gland,^69^ it may be that an androgen-controlled on/off switch exists in ductal epithelial cells. Epithelial cells, in turn, are thought to be the primary cells involved in the initiation and perpetuation of glandular autoimmune reactivity in Sjögren syndrome.^70^,^71^

Consistent with a regulatory role for ductal epithelial cells is the finding that infiltration of lacrimal glands in *AIRE*-deficient NOD mice appears to localize to ductal tissue.^72^ AIRE is a transcription factor and autoimmune regulator that enforces self-tolerance; humans expressing a defective form of this gene develop multiorgan autoimmune disease.^73^ Interestingly, correction of ductal epithelial function also has been shown to correct acinar epithelial function.^74^ This domino effect suggests that ductal cells have an essential role in the pathogenesis of lacrimal gland dysfunction and ultimately aqueous tear film deficiency

Why then is there an aberrant androgen immune response in lacrimal glands of NOD mice? Could this response be related to a genetic alteration in the androgen receptor, or to changes in the hypothalamic-pituitary-adrenal (HPA) axis, or to the diabetes that is characteristic of this strain? Defects in sex steroid receptors have been linked to the onset, progression, and severity, as well as the sex-related prevalence, of a number of autoimmune disorders, including lupus, rheumatoid arthritis, and diabetes.^75^ These defects often are due to gene polymorphisms or alternative splicing and may lead to marked changes in the affinity or specificity of ligand binding, nuclear translocation, receptor dimerization, DNA association, and transcriptional activation.^75^ However, we found that the coding region of androgen receptors in lacrimal glands of NOD and MRL/lpr mice is not defective, but rather normal.^75^ As concerns the HPA axis, we previously discovered that hypophysectomy or anterior pituitary ablation significantly interferes with androgen action on the lacrimal gland.^76^ This lacrimal gland impairment appears to be tissue-specific.^77^ However, although the pituitary has blunted responses in humans with SS,^78^ NOD mice have a hyperactive HPA^79^ and this would not inhibit androgen effects on lacrimal tissue. With regard to diabetes, insulin deficiency is known to attenuate the lacrimal gland response to androgen,^80^ but there is no evidence that this condition would promote a completely opposite immune response to androgens as found in NOD compared to MRL/lpr mice.

As one additional consideration, it has been proposed that a defect in male-specific, lacrimal gland-protective T regulatory cells is the cause of the lacrimal gland inflammation in NOD mice, and is driven by a T regulatory cell-extrinsic factor.^81^ However, given that we were able to induce a striking increase in inflammatory gene expression in lacrimal tissue of NOD female mice, it would seem that androgen action has the key role in this T-cell effector/regulator imbalance.

The androgen-induced up- and downregulation of inflammatory gene expression in NOD and MRL/lpr mice, respectively, appears to be mediated through the lacrimal gland environment. Consistent with this hypothesis are the results of adoptive transfer experiments in NOD mice with severe combined immune deficiency (SCID). These animals lack functional T and B cells and do not suffer autoimmune disease. Transfer of splenocytes or cervical lymph node cells from a female NOD mouse to a male NOD.SCID causes massive inflammatory lesions in the lacrimal gland, whereas transfer of male NOD splenocytes or cervical lymph node cells to a female NOD.SCID does not elicit such lacrimal tissue infiltration.^24^,^81^ Further, the lacrimal gland inflammatory response can be reduced by castration of a male NOD mouse,^23^ and induced by androgen treatment of a female NOD mouse (this study).

It is possible that intracrine steroidogenic enzymes convert androgens in the NOD lacrimal gland into metabolites that act through different mechanisms than testosterone, such as may occur in the brain.^82^ Such byproducts could have aberrant forms, given that unusual androgen metabolites are the key serum biomarkers for dry eye disease.^83^ Alternatively, it is possible that epithelial cells in NOD lacrimal tissue, like human prostate epithelial cells, demonstrate significant plasticity in response to androgens.^84^ Nevertheless, the identity of the microenvironmental switch(es) that translate androgen action into an up- or downregulation of immune-related gene expression in the lacrimal gland remains to be discovered.

How the deposited data were processed for this re-analysis (not part of the article)

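RNA from exorbital lacrimal glands of placebo- and T-treated female MRL/lpr and NOD mice was measured on CL and Affy arrays. Of 24 arrays in 4 groups, each platform held 12, with 3 pools of glands per group. Groups and pool numbers were taken from the sample labels and the paper, and every array could be mapped. The labels and the paper differ on the length of treatment, and no test used it.

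For CL, the authors' deposited values are spot intensities to which their software assigned quality marks and which it divided by each array's median. The value table and the per-array spot tables differed by at most 0.045% for the same spots. The per-array tables held 20287 spots, of which 17440 are in the value table and were used, and 2847 were not used here. Between 2 and 7 spots per array were saturated and were kept. For Affy, the authors' deposited values are probe set intensities for 22690 probe sets. The methods name Microarray Suite 4.0 with the default scaling to a trimmed mean of 500. The version of the operating software was not given in the sources used here. The deposited intensities were not on that scale, although the plan for the tests assumed that they were, so each array was multiplied to reach it. This is the main setting, and the signals as deposited and a scaling of each array to its own median were added after the data were seen.

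Intensities below the floor were raised to it and log2 values were taken. Probes were kept when the mean signal of at least 1 group was above the floor. lmFit and eBayes with a trend in limma 3.58.1 (R 4.3.3) fitted the 4 group means on all 12 arrays of a platform, so that the strains share an estimate of the spread. The T effect in each strain and the difference between these effects were tested, with Benjamini-Hochberg adjustment over all probes of the platform and a threshold of 0.05. Arrays carry no depth. Their number and the share of spots near background limit the precision, since a gene near background can only be bounded. Where all pools of a group were near background, the fold was computed from the mean of the other group over, for each array of the dim group, the higher of the lowest signal above background and the probe's own signal. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

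Gene symbols came from a table that pairs probes with the platform annotation, which can be old. On CL 11377 probes had 1 symbol and 6063 had none listed. On Affy 20393 probe sets had 1 symbol, 691 had several and were left unnamed, and 1606 had none listed. These name 10956 genes on CL and 12394 on Affy. In overlaps between platforms or strains a gene counts as called in a direction when at least 1 of its probes is called that way and none the other way. Counts within the gene lists and the paper's tables use the brightest probe of each gene.

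In advance, 33 gene lists were fixed for the tissue, its possible cell types and the immune processes that the paper names. The sets of the ontology and pathway databases were not used here. Each list with enough measured members was tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, using the probe with the highest mean signal for each gene and adjusting over the lists of a comparison. The text names genes by a rule that was also fixed in advance. It takes, for each platform and strain, the 10 genes with the largest called rise and the 10 with the largest called fall among those whose T pools all lie on 1 side of the placebo pools, the genes that the paper names in its text and in Tables 2, 3, 9, 13 and 14, up to 4 members of each list with the smallest adjusted p on CL, and a few checks of strain and androgen response. Values in the paper's tables had been seen when the lists and the rule were written.

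The steps were tested on simulated data with independent normal noise and planted changes. Changes were planted only in probes with a mean log2 signal more than 2 above that of the floor. The shares below therefore do not cover dim genes or noise that probes share. Of 100 genes planted at a log2 change of 1, the test found 32% for MRL/lpr and 40% for NOD on CL, and 37% and 29% on Affy. At a log2 change of 2 it found 78% and 82% on CL, and 92% and 91% on Affy. Between 3.9% and 9.1% of its calls were false.

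The methods' t-test (on signals without log values, without adjustment) was run as an alternative. The others were quantile normalization, other floors and filters, the background-corrected raw intensities (normexp with an offset of 50), a separate fit for each strain, the replicate number as a block, the mean over the probes of a gene, and leaving out each pool in turn. Pools share only a number between groups. Ratios of mean signals, computed as the paper's tables give them, were set beside the paper's values.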

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

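The splits of the arrays were planned, while the tests of lymph node tissue, epithelial share and array scaling were chosen only after the results were seen.

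The T response differed between the strains for 1094 CL probes (528 more positive and 566 more negative in NOD mice) and 701 Affy probe sets (537 and 164) by limma's interaction test. Over 100 splits of the arrays, drawn within strains, 2 gave a count as large on each platform. They are the real split and the one that reverses the NOD labels (2656 on CL and 1910 on Affy), which turns responses shared by the strains into differences. The highest count of the rest was 574 on CL and 215 on Affy. Mixed splits put T and placebo pools in 1 group, which widens the spread and lowers their counts with or without a strain difference. The splits therefore cannot tell whether the strain difference arose by chance. Within a strain 3 pools against 3 allow only 10 splits, too few for a share under 0.05. The real counts there were 1707 (highest other 0) for MRL/lpr and 2241 (highest other 4) for NOD on CL, and 1234 (highest other 0) and 1649 (highest other 5) on Affy, and in each case 1 split, the real one, gave a count as large. With 1 pool left out the Affy counts ran from 416 (without MRL/lpr placebo pool 1) to 1160 (without NOD T pool 1) for the interaction, from 644 (without MRL/lpr placebo pool 2) to 2160 (without NOD T pool 1) for MRL/lpr and from 1024 (without NOD placebo pool 2) to 1980 (without NOD T pool 1) for NOD mice. The Affy probe sets more positive in NOD mice became 335, 346 and 356 without MRL/lpr placebo pool 1 or 2 or NOD placebo pool 1. The more negative ones became 81, 80 and 86 without MRL/lpr placebo pool 1, 2 or 3, 73 and 72 without NOD placebo pool 1 or 2, 410 without NOD T pool 1 and 77 with each array scaled to its own median. With signals as deposited the Affy interaction became 704 higher and 10 lower, and the median of all probe sets shifted by 0.96.

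Of 379 immune genes of the lists tested on CL, 137 were more positive and 5 more negative in NOD mice, and of 437 on Affy 141 and 0. Of the lists tested, 9 passed for a larger NOD than MRL/lpr change on both platforms with both correlations of camera, and the other immune lists did not pass all of these tests. For the 9 the medians of the difference on CL and Affy were 2.29 and 2.43 for interferon-stimulated genes, 1.99 and 2.00 for myeloid markers, 2.19 and 2.18 for MHC class II and 1.77 and 1.66 for MHC class I genes. They were 0.81 and 2.11 for B cell markers, 0.66 and 0.78 for cytokines, 1.20 and 0.66 for complement, 0.71 and 1.5 for B cell receptor signaling and 0.66 and 1.45 for T cell receptor signaling genes. Among genes that the paper's text describes as lower in MRL/lpr and higher in NOD mice, those that passed the interaction include Ctss (2.53 and 2.57), Msn (3.35 on Affy), Cxcl9 (4.45 and 5.82), Il1b (1.41 on CL), Tlr1 (2.52 on CL) and Tlr2 (2.52 and 3.17).

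A candidate explanation is lymph node tissue in the NOD T pools. Interferon-stimulated genes and myeloid markers rose beyond the lymph node markers by at least 1.04, little more than the SD over those markers (0.96 on Affy). That SD is a spread between genes and not between pools. The gap therefore argues only weakly against lymph node tissue as the whole cause for these lists. For B and T cell markers the smallest gap was 0.27 against an SD of 1.09, so it stays open there. A lower share of epithelial cells in NOD T pools, with other cells in unchanged proportions, would raise endothelial and stromal markers like myeloid ones. Myeloid markers exceeded them by 1.42 (SD over those markers 0.83), which argues against this form alone. A gain of immune cells would also lower the epithelial share without raising stromal markers, so the gap cannot exclude a lower share. Acinar genes had medians of -0.49 on CL and -0.44 on Affy in NOD mice, the direction that a lower share gives. In MRL/lpr mice the gap was -0.22 (SD 0.84). There a higher epithelial share cannot be told apart from a fall of immune genes, because both lists fell by a similar amount. Such a share would not lower acinar or ductal genes, whose medians were -0.54 and -0.26 on CL and 0.08 and -0.25 on Affy, which goes against it, although none of these falls passes with the estimated correlation (p = 0.226 and 0.315 on CL, 0.23 for ductal genes on Affy). Array scaling alone would move all probes of an array alike. It is argued against by the interferon-stimulated and myeloid lists, which lay at least 1.47 above the median of all probes in NOD mice. Apart from the floor, a scale factor leaves such a gap unchanged, so the repeats under other scalings add no support. What stays open includes a strain-dependent effect of T on immune cells or on their number in the gland. Differences between the strains in age, treatment time, mice per pool and signal with placebo stay open as well. The design ties them to strain, and they were not tested.

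Proliferation genes had a median log2 change of 0.98 on CL and 0.86 on Affy in NOD mice, and with the estimated correlation the list passes on Affy (p = 0.036) and not on CL (p = 0.125). The lists that follow pass with the preset correlation and on neither platform with the estimated one. Ribosomal protein genes had a median of -0.49 and -0.56 in NOD mice (camera with the estimated correlation, adjusted p = 0.353 and 0.0727). Acinar cell genes had a median of -0.49 on CL and -0.44 on Affy in NOD mice (camera with the estimated correlation, adjusted p = 0.086 and 0.051). Secreted proteins of lacrimal and salivary glands had a median of 0.12 and 0.40 in MRL/lpr mice (camera with the estimated correlation, adjusted p = 0.315 and 0.23).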

How the results depend on the processing

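Signals without scaling and the scaling to each array's median were chosen after the data were seen, and the other settings were fixed in advance. For counts of calls and overlaps, 271 values under settings fixed in advance stayed within 1.5 times the reported count and 33 did not (10 and 5 under the added ones). For list tests 2045 values kept direction and side of the threshold and 169 lost the call, and 53 and 11 under the added alternatives. For named genes 13753 kept both, 667 lost the call, 136 gained it and 4 reversed (588, 59, 16 and 1 under the added alternatives). Of ratios of group means 2200 moved by less than 1 SD, 45 moved by more and 12 reversed. Signal over background limits dim genes, and the cause of the changes below was not tested unless given.

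The methods' t-test, which makes no adjustment, put 3276 (CL MRL/lpr), 3368 (CL NOD), 3451 (Affy MRL/lpr) and 2902 (Affy NOD) probes past its threshold, and 731, 791, 259 and 135 after Benjamini-Hochberg adjustment. With it the platforms shared 671 genes in MRL/lpr mice, the strains differed in direction for 193 genes on CL and 261 on Affy, and shared 670 on Affy. Without scaling the Affy MRL/lpr count was 95, all 95 of them also called with scaling, the platforms shared 49 genes in MRL/lpr mice, the strains shared 42 and opposed each other in 3 on Affy, and the t-test count was 1666 for Affy NOD. With a separate fit for each strain, which leaves fewer arrays to estimate the spread, Affy NOD had 733 calls, 631 of them also called in the common fit.

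Same-numbered placebo and T pools deviated together with correlations of -0.05 to 0.11, so the numbers were not taken as pairs, and placebo pools correlated best with their own number in 2 and 0 of 3 cases on CL (MRL/lpr and NOD) and in 0 and 3 of 3 on Affy. With the replicate number as a block, the CL interaction count was 708 (683 also called without it), and genes called in opposite directions in the strains numbered 41 on CL and 55 on Affy. Among the counts it moved by over 1.5 times were CL probes lower in MRL/lpr mice (489 against 769) or more negative in NOD mice by interaction (355 against 566), and in MRL/lpr mice genes lower on both platforms (92 against 155) or opposite between them (2 against 7).

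Camera with an estimated correlation called 0 lists for CL MRL/lpr, 6 for CL NOD, 10 for the CL interaction and 1 for Affy MRL/lpr. Leaving out 1 pool at a time, the Affy MRL/lpr count ran from 644 (without MRL/lpr placebo pool 2) to 2160 (without NOD T pool 1), Affy NOD from 1024 (without NOD placebo pool 2) to 1980 (without NOD T pool 1), the Affy interaction from 416 (without MRL/lpr placebo pool 1) to 1160 (without NOD T pool 1), and the lists called for Affy MRL/lpr from 11 (without MRL/lpr placebo pool 2) to 18.

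These values reversed. Without scaling Foxp3 on Affy in NOD mice had a log2 change of 1.04, where the median of all probe sets shifted by 0.62. With the floor at the platform median, Irf8 (CL MRL/lpr) and Cxcr6 (CL NOD) went to 0, since both groups then lie at the floor. Leaving out 1 pool, Klk1b5 on CL in MRL/lpr mice ran from -2.02 to 1.79 (without placebo pool 1), and Klk1b16 on CL in NOD mice from -0.52 to 0.52 (without placebo pool 3). Ratios of group means, with the reported value first, turned as follows. Ccr2 on Affy in MRL/lpr mice (placebo over T, 0.9025) was 1.572 with medians and 0.7535 to 1.40 with 1 pool left out. The rest are T over placebo on CL in NOD mice. Ccr7 (1.117) ran from 0.9165 to 1.425 with 1 pool left out, and C1s1 (0.7899) from 0.5035 to 1.035. Tnfrsf1b (0.7057) went to 1 with signals raised to the floor. Ptpn22 (0.9714) was 1.165 with medians, 1.015 with the floor, 1.014 with quantile normalization and 0.3811 to 1.651 with 1 pool left out.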

Differences from the paper's values

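The paper's counts of genes rest on an unadjusted t-test, and the first values given here use the methods' t-test at the paper's threshold. The paper matched genes by accession number, while they are matched here by symbol. The 6 alternatives set before the data were examined (the replicate number as a block, quantile normalization, a stricter filter, no filter, the floor at the platform median and a lower floor) use limma's adjusted calls, a stricter threshold than the paper's. For Table 4 in MRL/lpr mice, the paper's value for genes increased on both platforms is 143 and the value here 288, and all 6 alternatives fall within 1.5 times of the paper's (103 with the block to 135 with the stricter filter). For genes decreased on both platforms the paper's value is 216 against 383, with 154, 162 and 146 under quantile normalization, the stricter filter and the lower floor, which come within that range, and the other 3 outside it. The paper's 359 genes in the same direction stand against 671, where quantile normalization (276), the stricter filter (297) and the lower floor (274) come within range and the other 3 do not. The paper's 16 genes in opposite directions stand against 58, and no alternative comes within range. In NOD mice the paper's 147 increased genes stand against 306, with no filter (205) and the floor at the median (202) within range and the other 4 outside it. The paper's 152 decreased genes stand against 308, the paper's 299 in the same direction against 614 and the paper's 13 in opposite directions against 45, and all 6 alternatives come within range of the paper's values for these 3 counts. For genes increased in both strains on CL the paper's value is 559 and the value here 335, and all 6 alternatives stay outside the range.

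Ratios of group means were compared over the brightest probe named for a gene, with 9 alternatives set before the data were examined (medians, signals raised to the floor, quantile normalization and each of 6 pools left out). A value counts as different when it is over 1.5 times from the paper's and off by more than the SD of the ratio, unless a group is near background throughout, with at least 1 group mean above the floor. Of 74 values of the tables and text on CL for MRL/lpr mice with a named probe 73 were not counted as different, and 90 of 97 for NOD mice. On Affy 37 of 43 were not for MRL/lpr and 37 of 37 for NOD mice. These counts include values that point the other way from the paper's, namely Tnfrsf1b, Ptpn22 and C1s1 on CL in NOD mice and Ccr2 on Affy in MRL/lpr mice. For the values that follow, none of the 9 comes within the paper's unless it is named. The other probes of each gene were looked at after the differences were seen, for the genes that differ only. For Klk1b24 on CL the paper's ratios of T over placebo are 273.1 in MRL/lpr and 91.1 in NOD mice, against 3.058 and 216.8, while another probe for Klk1b24 gives 273 and 91.06. The 216.8 matches the ratio that the paper's Table 3 gives for Klk1 on CL, so it need not be a value of Klk1b24. For Abcb1a on Affy in MRL/lpr mice the paper's ratio of placebo over T is 28.2, against 6.135, with 28.02 for another probe. In Table 7 on Affy the paper's ratios of placebo over T are 3.52 for Cadm1 (1.312 here, 3.529 for another probe), 2.98 for H2-Ab1 (1.537, 2.982 for another probe), 2.28 for Lcp1 (1.076, 2.276 for another probe), 2.06 for Stxbp2 (1.301, 2.061 for another probe) and 2.28 for Yes1 (1.174, with 0.4488 for its only other probe). Stxbp2 also comes within range with medians (1.468) and without T pool 2 (1.521). In Table 8 on CL in NOD mice the paper's ratios of T over placebo are 6.19 for Cd247 (1.802 here), 5.75 for Ccr7 (1.117), 4.44 for Arrb2 (1.669) and 4.3 for Cd79a (0.7757), each with a single named probe. For Ccr7 the values without T pool 2 (1.008) or T pool 3 (0.9165) are not counted as different only because neither group mean then lies above the floor of 0.5. In the text the paper gives 39.4 for Osbpl3 in NOD mice, against 1.553 on CL from its single named probe, and 58.6 for Ddc, against 18.65 on CL and 58.57 on Affy. The platform of these 2 values is not named in the paper's text. For MRL/lpr mice the paper's Table 2 also gives a large Osbpl3 ratio on CL, while the named probe had a small change there that did not pass. That pair is not among the values counted as different above. The 6063 CL probes and 1606 Affy probe sets without a listed symbol were not compared, so another probe for Yes1, Cd247, Ccr7, Arrb2, Cd79a or Osbpl3 is not excluded.

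Some genes the paper lists as changed did not pass limma's adjusted threshold, which is stricter than the paper's, although the ratio matched. Ctss is described as lowered in MRL/lpr mice, and its log2 change was -0.61 on CL (adjusted p = 0.158) and -0.93 on Affy (adjusted p = 0.0574). Ctss passes with a separate fit per strain (adjusted p = 0.0328 on CL, 0.0456 on Affy) and on Affy with the stricter filter or without NOD T pool 1 or 2. Listed as lowered in MRL/lpr mice on CL and not past the threshold are also Il1b (-0.66, adjusted p = 0.113), Tlr1 (-0.52, adjusted p = 0.297), P2ry14 (-0.41, adjusted p = 0.298), Fgr (-0.65, adjusted p = 0.161), Jam3 (-0.49, adjusted p = 0.19) and H2-Eb1 (-0.65, adjusted p = 0.092), none of which passes under any alternative, though H2-Eb1 fell by 0.96 on Affy (adjusted p = 0.0158). Adipoq (-0.55, adjusted p = 0.227) passes with normexp and quantile normalization. C4b (-1.02, adjusted p = 0.0625) and Tlr2 (-1.04, adjusted p = 0.0589) pass with the floor at the median, the stricter filter, normexp with quantile normalization or certain pools left out, and Tlr2 fell by 1.74 on Affy (adjusted p = 0.017). Cxcr6 (-0.41, adjusted p = 0.0517) passes under 8 alternatives, among them no filter (adjusted p = 0.0158). Listed as raised in MRL/lpr mice, Tgfb1 (0.56, adjusted p = 0.271) passes under none and Rela (0.73, adjusted p = 0.0624) with a separate fit per strain or without NOD placebo pool 1 or 3. Listed as raised in NOD mice, Gng10 (0.40 on CL, adjusted p = 0.217) passes under none on CL, and on Affy only without NOD T pool 1 (1.29, adjusted p = 0.00206). Of others listed as raised in NOD mice, Il1b (0.75, adjusted p = 0.0613) passes with the stricter filter, limma without the trend, or without MRL/lpr T pool 3 or NOD T pool 1. Tlr9 (0.74, adjusted p = 0.0601) passes with quantile normalization, with normexp or without MRL/lpr T pool 1 or 3. Reg3a, listed as raised in both strains, had adjusted p = 0.11 and 0.0926 and passes in both with the floor at the median.

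The paper lists Tnfrsf1b and Ptpn22 as raised by T in NOD mice, and their ratios of T over placebo on CL were 0.7057 and 0.9714, against the paper's 5.65 and 4.38, with means below the floor in both groups, which is why they are not counted as different. Each has a single named probe on CL, and the 6063 probes without a listed symbol were not compared. Ptpn22 turns above 1 with medians (1.165), with signals raised to the floor (1.015) and without T pool 3 (1.651). C1s1 is listed as lowered in MRL/lpr and raised in NOD mice, and on CL its brightest probe had a log2 change of -1.07 (adjusted p = 0.124) and a ratio of T over placebo of 0.7899 in NOD mice, against the paper's 1.4. The same C1s1 probe passes in MRL/lpr mice with a separate fit per strain, with normexp or without NOD T pool 1 or 2, and in NOD mice it falls past the threshold without T pool 2 (adjusted p = 0.0409). A second CL probe for C1s1, looked at after that, gave 1.399 in NOD mice, and on Affy C1s1 rose in NOD mice with a ratio of 3.05. Ccr2 is listed as lowered on Affy in MRL/lpr mice, where its brightest probe had a ratio of placebo over T of 0.9025, while another Affy probe gave 1.61, medians gave 1.572 and the CL probe 2.358. The ratios of C1s1 and Ccr2 are over 1.5 times from the paper's and not counted as different because of their wide spread.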

Other observations

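The tests of the salivary transcripts in 1 placebo pool and of the wide deviation of 1 Affy array were chosen only after these patterns were seen, while the gene lists and the interaction test were planned. For the lists the adjusted p of camera uses a preset correlation between genes, followed where it passed by the p with the estimated correlation, and "alone" marks genes adjusted over the list alone.

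Outside the immune genes T raised single genes of lipid metabolism and steroid handling in both strains, by limma, while the lists of such genes did not pass. Thrsp, which drives fatty acid synthesis, rose on Affy from 229.2 ± 78.31 to 9635 ± 2524 in MRL/lpr mice (log2 5.42, adjusted p = 1.13e-10) and from 56.35 ± 20.4 to 5404 ± 603.8 in NOD mice (log2 6.22, adjusted p = 4.18e-11), mean ± SD of 3 pools. Pmvk of the mevalonate pathway rose on CL by 2.52 (adjusted p = 5.71e-05) and 2.06 (adjusted p = 0.000212), and Hsd17b11 on Affy by 1.65 (adjusted p = 0.000335) and 2.70 (adjusted p = 9.88e-07). Cyp4a12b rose on CL by 4.30 and 4.74 (adjusted p = 5.4e-07 and 4.85e-07). Fmo5 rose on Affy by 6.39 in MRL/lpr and 4.37 in NOD mice (adjusted p = 1.52e-09 and 2.8e-07). As a whole the 29 lipid and cholesterol genes on CL went both ways, 4 higher and 4 lower in MRL/lpr (6 and 7 when adjusted over the list alone, camera adjusted p = 0.955) and 3 and 3 in NOD mice (6 and 6, adjusted p = 0.347). On Affy 7 of 37 were higher and 4 lower in MRL/lpr (9 and 6, adjusted p = 0.201) and 6 and 3 in NOD mice (7 and 4, adjusted p = 0.368). Of 18 androgen receptor and steroid enzyme genes on CL 3 were higher and 1 lower in each strain (adjusted p = 0.363 in MRL/lpr and 0.321 in NOD mice), and of 21 on Affy 2 were higher and 1 lower in each (adjusted p = 0.556 and 0.242), with the same counts over the list alone.

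Some products that the gland secretes responded differently in the strains. Car6 fell on CL only in NOD mice, from 615.7 ± 84.86 to 98.77 ± 14.54 (log2 -2.64, adjusted p = 3.67e-06, in MRL/lpr mice -0.54 with adjusted p = 0.104), and the difference between the strains was -2.10 (adjusted p = 0.000905) on CL and -2.12 (adjusted p = 0.00246) on Affy. Lpo rose on CL in MRL/lpr mice from 280.8 ± 16.2 to 855.3 ± 33.82 (log2 1.61, adjusted p = 4.86e-05), against 0.42 in NOD mice (adjusted p = 0.115), a difference of -1.19 (adjusted p = 0.00911), while on Affy the difference of -1.35 did not pass (adjusted p = 0.184). Svs2 rose on CL at least 5.89-fold in MRL/lpr mice (adjusted p = 8.1e-07) and had a log2 change of 0.13 in NOD mice (adjusted p = 0.762). Of 26 secreted proteins on CL 8 were higher and 2 lower in MRL/lpr (8 and 3 over the list alone, adjusted p = 0.0304, p = 0.315 with the estimated correlation) and 5 and 3 in NOD mice (5 and 5, adjusted p = 0.321). The MRL/lpr result on CL ends without T pool 1 (adjusted p = 0.0556), and the difference between the strains (median -0.39, adjusted p = 0.0402, p = 0.193 with the estimated correlation) ends without any of 4 arrays (up to 0.1). Of 34 on Affy 11 were higher and 1 lower in MRL/lpr mice, the same over the list alone (adjusted p = 2.36e-05, p = 0.23 with the estimated correlation), and 4 and 4 in NOD mice (adjusted p = 0.901), with a difference of -0.78 (adjusted p = 5.83e-05, p = 0.0756 with the estimated correlation).

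Acinar genes were lower in NOD mice, with 4 of 15 lower on CL (5 over the list alone, adjusted p = 0.0353, p = 0.086 with the estimated correlation, ended without placebo pool 1 at 0.0713) and 5 of 23 lower and 1 higher on Affy (the same alone, adjusted p = 0.00198, p = 0.051 with the estimated correlation). In MRL/lpr mice 3 were lower on CL (4 alone, median -0.54, adjusted p = 0.0304, p = 0.226 with the estimated correlation, ended without NOD T pool 3 at 0.0521), and on Affy 3 were higher and 3 lower (3 and 4 alone, adjusted p = 0.577). The Affy difference between the strains was -0.36 (adjusted p = 0.0223, p = 0.118 with the estimated correlation, ended without MRL/lpr T pool 3 at 0.0622). Ductal and epithelial genes had 5 of 24 lower on CL in MRL/lpr (6 alone, median -0.26, adjusted p = 0.0244, p = 0.315 with the estimated correlation) and 3 lower and 1 higher in NOD mice (the same alone, adjusted p = 0.321). On Affy 2 of 25 were lower in MRL/lpr (3 alone, adjusted p = 0.0405, p = 0.23 with the estimated correlation, ended without any of 4 pools, up to 0.112) and 4 lower and 1 higher in NOD mice (the same alone, adjusted p = 0.0273, p = 0.051 with the estimated correlation, ended without placebo pool 3 at 0.0582). Cldn8 fell on CL in both strains, by 1.94 and 2.02 (adjusted p = 0.00305 and 0.00163).

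Endothelial and stromal markers had 5 of 22 lower and 1 higher on CL in MRL/lpr mice (8 and 1 alone, median -0.46, adjusted p = 0.0304, p = 0.472 with the estimated correlation) and 5 of 29 lower and 2 higher on Affy (7 and 2 alone, median -0.34, adjusted p = 0.0287, p = 0.23 with the estimated correlation), and both results end without MRL/lpr placebo pool 1 (0.0647 and 0.0546). In NOD mice 5 were higher and 3 lower on CL (adjusted p = 0.255) and 6 and 2 on Affy (adjusted p = 0.579), the same alone. The difference was 0.54 on CL (adjusted p = 0.0012, p = 0.169 with the estimated correlation) and 0.09 on Affy (adjusted p = 0.019, p = 0.17 with the estimated correlation, ended without NOD placebo pool 3 at 0.0909). Adipocyte markers had 4 of 12 lower on CL in MRL/lpr (6 alone, median -0.72, adjusted p = 0.000982, p = 0.121 with the estimated correlation) and 3 lower and 1 higher in NOD mice (4 and 1 alone, adjusted p = 0.439), with a difference of 0.27 (adjusted p = 0.0206, p = 0.0641 with the estimated correlation). On Affy 1 of 13 was lower in MRL/lpr (2 alone, adjusted p = 0.126) and 1 in NOD mice (1 alone, adjusted p = 0.0823). No skeletal muscle marker passed in either strain, over all genes or the list alone (10 on CL, adjusted p = 0.955 in MRL/lpr and 0.889 in NOD mice, and 14 on Affy, 0.693 and 0.731). Of 3 genes kept to check the strain labels none passed on Affy (adjusted p = 0.861 in MRL/lpr and 0.774 in NOD mice). Fas, the only one of them above the floor in any group mean on CL, rose in NOD mice (log2 1.17, adjusted p = 0.000178, with a difference of 1.12, adjusted p = 0.00605).

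Immunoglobulin and plasma cell genes had 4 of 8 lower on CL in MRL/lpr mice (5 alone, median -0.86, adjusted p = 0.0401, p = 0.472 with the estimated correlation, ended without any of 4 pools, up to 0.0685), and on Affy 4 of 16 lower and 2 higher (5 and 2 alone, median -0.68, adjusted p = 0.0367, p = 0.23 with the estimated correlation, ended without any of 3 pools, up to 0.12). Mzb1 fell on CL in MRL/lpr mice from 15.29 ± 3.878 to 6.579 ± 1.379 (log2 -1.21, adjusted p = 0.0132), a result lost without placebo pool 2 or T pool 2. In NOD mice none passed on CL (adjusted p = 0.902), and 4 were higher and 1 lower on Affy (5 and 1 alone, adjusted p = 0.0648), with a difference of 0.57 on Affy (adjusted p = 0.00283, p = 0.0584 with the estimated correlation). Lymph node markers had 1 of 10 lower on CL in MRL/lpr (0 alone, adjusted p = 0.469) and 2 higher in NOD mice (2 alone, adjusted p = 0.157), and 1 of 9 lower on Affy in MRL/lpr (2 higher and 2 lower alone, adjusted p = 0.861) and 2 higher in NOD mice (4 alone, adjusted p = 0.0623).

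Proliferation genes rose with T in NOD mice, 13 of 30 on CL (22 alone, adjusted p = 3.41e-11, p = 0.125 with the estimated correlation) and 8 of 39 on Affy (19 alone, adjusted p = 1.69e-07, p = 0.036 with the estimated correlation). In MRL/lpr mice 3 were higher and 1 lower on CL (adjusted p = 0.276) and 2 higher on Affy (adjusted p = 0.693), the same alone. The difference was 0.86 on CL (adjusted p = 1.98e-07, p = 0.192 with the estimated correlation) and 0.72 on Affy (adjusted p = 5.04e-05, p = 0.0756 with the estimated correlation). Cdc45 rose on CL in both strains, by 2.26 in MRL/lpr mice (adjusted p = 0.0036) and 2.94 in NOD mice (adjusted p = 0.000399). Tyms rose on CL from 3.551 ± 0.3996 to 8.468 ± 0.555 in MRL/lpr (adjusted p = 0.000476) and from 4.464 ± 0.3077 to 19.19 ± 2.875 in NOD mice (adjusted p = 8.11e-06), but did not pass on Affy, where its signals lay near the background (adjusted p = 0.424 and 0.467).

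Ribosomal protein genes fell in NOD mice, 9 of 58 lower and 1 higher on CL (15 and 1 alone, adjusted p = 0.000399, p = 0.353 with the estimated correlation) and 8 of 45 lower and 1 higher on Affy (10 and 1 alone, adjusted p = 2.33e-07, p = 0.0727 with the estimated correlation). In MRL/lpr mice 1 was higher and 1 lower on CL (adjusted p = 0.955) and 2 and 1 on Affy (adjusted p = 0.179), the same alone. The difference was -0.34 on CL (adjusted p = 0.00173, p = 0.375 with the estimated correlation) and -0.71 on Affy (adjusted p = 3.84e-08, p = 0.0657 with the estimated correlation). Rpl26 fell on CL in NOD mice from 31.64 ± 7.276 to 11.77 ± 0.4349 (log2 -1.40, adjusted p = 0.00186). Respiratory chain genes were higher on CL in MRL/lpr mice, 6 of 71 (4 alone, median 0.19, adjusted p = 0.0116, p = 0.472 with the estimated correlation), with 3 higher and 4 lower in NOD mice (2 and 2 alone, adjusted p = 0.255). On Affy 6 of 83 were higher and 2 lower in MRL/lpr (7 and 2 alone, adjusted p = 0.0987) and 6 lower and 1 higher in NOD mice (7 and 1 alone, median -0.21, adjusted p = 0.000506, p = 0.021 with the estimated correlation). The difference was -0.35 on CL (adjusted p = 0.000978, p = 0.204 with the estimated correlation) and -0.41 on Affy (adjusted p = 9.19e-06, p = 0.00721 with the estimated correlation).

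Genes of endoplasmic reticulum stress went apart on Affy, where 3 of 26 were higher and 1 lower in MRL/lpr (6 and 1 alone, median 0.42, adjusted p = 0.0259, p = 0.23 with the estimated correlation, ended without placebo pool 1 or T pool 1, up to 0.0888) and 6 lower and 1 higher in NOD mice (the same alone, median -0.17, adjusted p = 0.034, p = 0.111 with the estimated correlation, ended without any of 4 pools, up to 0.096). The difference was -0.53 (adjusted p = 0.000101, p = 0.0141 with the estimated correlation). On CL 1 of 23 was higher and 2 lower in MRL/lpr (adjusted p = 0.661) and 3 lower in NOD mice (adjusted p = 0.095). Creld2 rose by 0.79 on CL in MRL/lpr (adjusted p = 0.0174) and fell by 0.76 in NOD mice (adjusted p = 0.0173), calls that several alternatives end, and the difference of -1.55 passed (adjusted p = 0.0043).

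Placebo pool 1 of the MRL/lpr mice held transcripts of salivary glands that placebo pools 2 and 3 lacked, among them Bpifa2 with 59050 on Affy against 79.22 and 86.27, a gene chosen after its values were seen. A fault of 1 array is argued against, because the log2 excess of Bpifa2 was at least 9.42 on both platforms. A T pool under a placebo label is argued against as well, since over probes raised by T this pool lay at a median position of 0 between the other placebo pools (0) and the T pools (1). Salivary gland tissue in the pool is a candidate explanation, and 6 readings of further salivary markers, listed before their values were seen and low in placebo pools 2 and 3, had a median log2 excess of 2.38, with 4 above 1 (Smr3a 58400 against 3.107 and 8.849) and none for Muc5b (16.16 against 4.66 and 37.61). A biological difference between the mice of this pool was not tested and stays open.

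The Affy array of NOD T pool 1 deviated from the other arrays of its group with an SD over genes of 0.555. A difference of the RNA pool would likely show on both platforms, and the correlation of its deviations with those on CL was 0.14. Over all pools this correlation ran from 0.04 to 0.41, with 0.14 and 0.04 for the other pools of the group, so it cannot decide. On CL the SD of this pool was 0.336, against 0.337 and 0.459 for the others, while 4 genes lay below the other pools of the group on both platforms. A pool difference is not excluded. A dim array stays open, because its scale factor was 3.37 times the mean of the other 2 arrays of its group, and no other array came near that (1.41 at most). Without this array 2160 probe sets in MRL/lpr and 1980 in NOD mice passed, with 1160 for the difference between the strains.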
